# Profiling of the embryonic Atlantic halibut (*Hippoglossus hippoglossus* L.) transcriptome reveals maternal transcripts as potential markers of embryo quality

**DOI:** 10.1186/1471-2164-15-829

**Published:** 2014-09-30

**Authors:** Maren Mommens, Jorge MO Fernandes, Knut Erik Tollefsen, Ian A Johnston, Igor Babiak

**Keywords:** Atlantic halibut, Egg quality, Embryonic development, Maternal transcripts, Microarray, Transcriptome

## Abstract

**Background:**

Commercial Atlantic halibut (*Hippoglossus hippoglossus)* farming is restricted by variable oocyte quality, slow growth, and early maturation of male fish. Maternally transferred components regulate early developmental processes; therefore, they have an effect on the future viability of the embryo. Using a newly developed Agilent 10 k custom-made oligonucleotide array, we profiled components of the transcriptome involved in immune defence as well as germline and muscle development during early developmental stages: 8-cell embryos (8CS), germ ring stage (GR), 10-somite stage (10SS), and hatched embryos (HT). In addition, we identified differentially expressed transcripts in low (≤9 ± 3% hatching) and high (≥86 ± 3°% hatching) quality eggs at 8CS to identify potential maternal markers for embryo quality.

**Results:**

Out of 2066 differentially expressed transcripts, 160 were identified as maternal transcripts being specifically expressed at 8CS only. Twenty transcripts were differentially expressed in 8-cell embryos between low and high quality egg groups. Several immune-related transcripts were identified as promising molecular markers of hatching success including *interferon regulatory factor 7* and *mhc class 2A chain*. Differential expression was positively validated with quantitative real-time PCR.

**Conclusions:**

We have demonstrated maternal transfer of innate and adaptive immune system transcripts into Atlantic halibut embryos and their relation with future embryo developmental potential. We identified several transcripts as potential molecular markers of embryo quality. The developed microarray represents a useful resource for improving the commercial production of Atlantic halibut.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-829) contains supplementary material, which is available to authorized users.

## Background

Although the production of farmed Atlantic halibut (*Hippoglossus hippoglossus*) has increased over the last ten years it still faces significant bottlenecks. Gametes are obtained by hand-stripping and oocytes are frequently of variable quality because of non-optimal timing of gamete collection and stress to broodstock fish [1–3]. Compared to other farmed marine teleosts, Atlantic halibut embryos are poorly developed at hatching with an associated long yolk-sac resorption time and a requirement for extended feeding on live prey before they can be fed with commercial diets [4]. The long live feeding period makes the larvae vulnerable to bacterial and viral diseases and increases their mortality [5]. Gene expression studies of the Atlantic halibut immune system have so far focused on larvae and juveniles [6–9]. However, both innate and adaptive immune system-relevant factors are maternally transferred into teleost oocytes and present during embryonic development, before hatching [10]. Maternally transmitted immune factors have not yet been characterized in Atlantic halibut.

The relatively slow growth of Atlantic halibut juveniles and its sex-dependent growth dimorphism are the main obstacles to commercially viable Atlantic halibut production during the on-growing phase [11, 12]. The muscle growth characteristics of juvenile and adult stages of teleosts are moderated by environmental conditions at the embryonic stages, particularly temperature [13, 14]. Embryonic gene expression patterns of single myogenic regulatory factors, such as *myogenic differentiation 1* (*myod1*), *myogenic differentiation 2* (*myod2*), and *myogenin* (*myog*), as well as structural muscle proteins such as *myosin heavy chain* (*myhc*), *myosin light chain 2a* (*mylc2a*), and *myosin light chain 2b* (*mylc2b*), have been described in Atlantic halibut [15, 16].

All-female halibut populations are preferred in commercial farming because of its sex-dependent growth dimorphism. All-female Atlantic halibut production has been established in Canada and Norway [17, 18]. However, to ensure controlled reproduction, the underlying molecular mechanisms of gamete development in Atlantic halibut need to be better understood. For example, the present knowledge of genes controlling proliferation and migration of primordial germ cells (PGCs), precursors of gametes, is restricted in Atlantic halibut to embryonic expression of *askopos* (*kop*) and *Tudor domain-containing protein 5* (*tdrd5*) [19].

Early embryonic development in teleosts is driven until the start of zygotic transcription by maternally supplied mRNAs that are incorporated into the oocyte during oogenesis [20]. Maternal mRNAs are critical to embryonic development since they implement basic biosynthetic processes, direct first mitotic divisions, and specify initial cell fate and embryonic patterning [21]. Hence, maternal mRNAs are potential molecular markers for oocyte quality. In aquaculture, early estimation of oocyte quality can avoid costly and unnecessary incubation of low-quality material and improve production and predictability [22]. Several maternal mRNAs have been identified as molecular markers for oocyte quality in farmed mammals [23–26]. In commercially farmed teleosts, only *prohibitin 2 (phb2*) in rainbow trout (*Oncorhynchus mykiss*) has been found to be related to oocyte quality [27]. Previously, we have idenfied three uncharacterized maternal transcripts, correlating significantly with Atlantic halibut embryo quality [19]. In addition, we found indications that the transition from maternal to zygotic transcripts (MZT) in Atlantic halibut takes place between the blastula stage and germ ring stage [19, 28].

A microarray created by Douglas *et al*. [29] has been used to study gene expression in five developmental stages (hatched to post-metamorphosis) of Atlantic halibut, including larvae introduced to microencapsulated diet and juveniles fed fish meal replacement diets [30, 31]. Since the production of the first Atlantic halibut microarray [29], the number of Atlantic halibut ESTs available from NCBI GenBank (http://www.ncbi.nlm.nih.gov/dbEST) has increased by 40%, including 3670 maternal new ESTs [19, 32]. In the present study, we produced a new 10 k custom oligonucleotide array to profile embryonic expression of transcripts involved in immune system, germline, and muscle development, and to identify maternal transcripts. We also examined differentially expressed maternal transcripts in 8-cell embryos from batches with either high (≥86 ± 3%) or low hatching success (≤9 ± 3%) in order to identify potential molecular markers of embryo quality.

## Results

### Microarray transcript ontology

Of the 10279 probes designed and printed onto the microarray, 5364 (52%) represented transcripts with putative identification based on sequence similarity by BLASTX searches (cut-off E = 1E^−6^). GO annotations were obtained for 5009 (49%) probes. Most probes (61%) were classified as representing transcripts involved in cellular (24%), metabolic (23%), and regulatory processes (14%, Additional file 1). Their molecular function was dominated by binding (50%), catalytic activities (31%), and cellular compartments were cell (43%) and organelle (31%). A full list of GO annotation for the three domains is presented in Additional files 2, 3 and 4. 

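Total RNA of high quality Atlantic halibut embryos was hybridized in 1 colour (Cy3) to a custom Agilent oligonucleotide array, with 3 arrays for each of the 8-cell stage (8CS, 8 hpf), the germ ring stage (GR, 82 hpf), the stage with 10 somites (10SS, 142 hpf) and hatching (HT, 340 hpf). Another 3 arrays held low quality 8CS embryos, so that 15 arrays on 5 slides were analysed. The same 3 high quality 8CS arrays served as the first stage and as the high quality group here. The paper describes a separate collection of embryos for the comparison of qualities, whereas the sample labels give a single farm for all samples. The authors deposited the Feature Extraction output of each array, in which the processed signal of a spot is its intensity after background subtraction. Each array held 43803 probe spots of 10180 probe names, most of them printed in 4 copies (7597 names) or 5 copies (2533 names). No probe spot was saturated, and between 749 and 1186 spots per array were marked as outliers by the extraction software and left out. The share of probes well above background ranged from 76.2% to 80.6% in high quality 8CS (median 78.8%), from 75.7% to 79.8% in low quality 8CS (median 78.9%), from 69.3% to 77.3% at GR (median 75.9%), from 80.1% to 87% at 10SS (median 86.1%) and from 86.9% to 90.1% at HT (median 87.8%). The number of arrays, 3 per group, limits the precision of every value. From the processed signal, the log2 value of each spot was set relative to the 75th percentile of its array, and the spots of a probe were averaged. A probe was kept if it reached the 20th percentile of an array on at least 1 array of the comparison, a choice the methods leave open. This kept 9283 probes (91.2%) for the 4 stages and 8737 (85.8%) for high against low quality 8CS. Levels below are means of these log2 values ± SD over 3 arrays. Where a probe was not well above background on every array of the dimmer group, its fold is given as a lower bound, the mean of the brighter group over a floor set per array at the lowest signal among probes well above background (or the signal of the probe itself, if higher). No fold is given where the brighter group had such an array or where the bound was under 1. A bound does not take in the spread between arrays. It equals the fold of the group means where the probe lay above the floor on every array of the dimmer group.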

After signal processing, data normalization, and filtering, 8533 (83%) probes were kept for further analysis of transcript expression during early embryonic development and 8447 (82%) for analysis of differentially expressed transcripts between high and low quality embryos at 8CS.

### Transcript expression during embryonic development

Among the four developmental stages, 2066 transcripts were differentially expressed and 339 (16%) were up-regulated only in one of the four developmental stages (*p* < 0.05). 

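In a limma fit over the 12 high quality arrays, 7695 of the 9283 probes kept (82.9%) differed among the stages, with a Benjamini-Hochberg adjusted p of the moderated F test under 0.05 and a difference of at least 2-fold between the highest and the lowest stage mean. Without the 2-fold limit, 8008 probes passed. A probe was counted as up-regulated in only 1 stage if its mean there was at least 2-fold above each of the other 3 stage means, with an adjusted p under 0.05 in each of these contrasts. This held for 2388 probes, or 31% of those that differed. The count of differing probes moved most with normexp background correction, to 5304, and the count for a single stage moved most with a rule on signal relative to the median of all arrays, to 3891, and with normexp, to 862. The spread between replicates was not alike at the 4 stages. The median SD of a probe over the 3 arrays was 0.28 at 8CS, 0.32 at GR, 0.6 at 10SS and 0.12 at HT on the log2 scale.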

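By the pairwise rule, 1245 probes were up-regulated only at 8CS, 479 only at GR, 70 only at 10SS and 594 only at HT. Leaving out 10SS replicate 3, which correlated less with the other 10SS arrays than these did with each other, moved the count for GR to 741 and that for 10SS to 210. Spike-in scaling moved the count for 8CS to 333 and that for HT to 2109. Under it, the median of all kept probes lay 2.21 higher at HT than at 8CS on the log2 scale. All 160 transcripts that the authors list as up-regulated at 8CS were kept by the filter and had their highest stage mean at 8CS, and 154 of them passed the pairwise rule. The excess of 8CS over the next highest stage ranged from 0.49 to 4.47 on the log2 scale, with a median of 2.16. All 160 were well above background on every 8CS array. On every GR array 131 of them (81.9%) were well above background, on every 10SS array 87 and on every HT array 99, while 9 were well above background on no GR, 10SS or HT array. The probes below have the 3 largest differences of stage means from the next stage. Many of these are against a stage not well above background, so no order among them is given. At 8CS they were HH_75738276 (at least 6.59-fold over GR), HH_Contig2338, listed as a urea transporter (at least 20-fold over GR, adjusted p = 0.000155 from limma), and HH_166850870 (18.6-fold over GR). At GR they were HH_90599234 (at least 17.9-fold over 10SS), HH_Contig2298 (at least 28.8-fold over 10SS, lost under 7 of 26 alternatives) and HH_90607145, listed as tissue factor pathway inhibitor 2 (26.9-fold over 8CS, adjusted p = 0.00574). At 10SS they were HH_90597019 (at least 7.69-fold over GR, lost under 5 of 26 alternatives), HH_90598196, listed as solute carrier family 22 member 2 (at least 5.04-fold over GR, adjusted p = 0.00791, lost under 7 of 25 alternatives), and HH_Contig1475 (15.7-fold over HT). At HT they were HH_Contig770 (at least 307-fold over 10SS, adjusted p = 0.000202), HH_90601403 (at least 175-fold over 8CS) and HH_90601814 (at least 159-fold over 8CS). The bounds over 8CS lean on 8CS replicate 3. In 8CS replicates 1 to 3, HH_90601403 was at -3.87, -3.45 and -8.35, and HH_90601814 at -1.26, -0.87 and -8.52. In 10SS replicates 1 to 3, HH_Contig2298 was at -6.71, -6.51 and 0.34. Its GR mean was 0.62, so its bound does not hold for 10SS replicate 3. HH_90599234 was at -8.01, -8.87 and -2.79 there, against a GR mean of -1.35. The 10SS probes spread as well, HH_90597019 at -4.13, -4.33 and -0.35, HH_90598196 at -1.82, -2.07 and -6.75 and HH_Contig1475 at 4.96, 5.04 and 1.3. The copies of the lists for GR, 10SS and HT used here hold 42, 44 and 76 rows, the last with 58 distinct probes, and no test was run on them as lists.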

Out of the 339 up-regulated transcripts, 160 (47%) were strictly maternal transcripts, only expressed at 8CS, and 49 (12%), 54 (16%) 76 (22%) transcripts were only expressed at GR, 10SS and HT, respectively (Additional files 4, 5, 6, 7 and 8). No significantly enriched GO terms were found in any of the four groups of transcripts.

### Immune defence

Seven transcripts encoding complement system proteins were identified in Atlantic halibut embryos (Figure 1A). *Mannose binding lectin* (*mbl*) was highly expressed at 8CS, and to a lower degree at GR and HT. *Complement factor B* (*cfb*) was highly expressed at GR and *complement factor C5* (*c5*) at 10SS. 

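The probe of c3 (HH_Contig1838) had a level of -3.25 ± 0.24 at HT and was well above background on all 3 HT arrays. At 10SS it was at -7.1 ± 0.84 and well above background on 1 array, and at 8CS (-7.91 ± 0.2) and GR (-7.41 ± 0.25) on none. HT was at least 10.5-fold brighter than 8CS (adjusted p = 1.67e-06 from limma) and at least 10.3-fold brighter than 10SS (adjusted p = 0.000107). The difference of 0.31 between 10SS and GR on the log2 scale was within the replicate spread (SE 0.36, adjusted p = 0.488). The lower of 10SS and HT less the higher of 8CS and GR changed sign without 10SS replicate 3 (-0.09), with slide as a fixed block (-0.04) and with normexp as planned (-1.61) and with outlier backgrounds replaced (-0.99). Under spike-in scaling this value was 2.13 and passed the threshold.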

*Complement factor C3* (*c3*), *H* (*cfh*) and *I* (*cfi*) were highly expressed at 10SS and HT. 

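For cfd (HH_Contig1932), the level was -3.29 ± 0.4 at HT, against -6.97 ± 0.84 at 10SS, -6.22 ± 0.49 at GR and -6.66 ± 0.16 at 8CS. The probe was well above background on all 3 HT arrays, on 2 arrays at 10SS and on none at 8CS or GR. HT was at least 5.52-fold brighter than GR, the next highest stage (adjusted p = 0.000163), and at least 9.09-fold brighter than 8CS (adjusted p = 3.33e-05). The excess of HT over the next highest stage was reversed to -0.3 on the log2 scale under normexp background correction and fell below the threshold (0.38) with outlier backgrounds replaced.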

*Complement factor D* (*cfd*) was only expressed at HT. Two types of pattern recognition receptors (PRRs) were expressed: Toll-like receptors (TLRs), and C-type lectin receptors (CLRs). *Toll-like receptor 5* (*tlr5*) was highly expressed at 8CS and GR. *C-type lectin domain family 4 member C* (*clec4c*) was expressed at 10SS and HT while *C-type lectin domain family 4 member E* (*clec4e*) was only expressed at HT. 

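The probe of clec4e (HH_Contig1769) was at -3.74 ± 0.34 at HT and at -5.56 ± 0.82 at 10SS, a 3.52-fold difference (adjusted p = 0.0147 from limma), with all 3 arrays of both stages well above background. It was also well above background on 2 of 3 arrays at 8CS and 1 of 3 at GR, where HT was at least 5.09-fold (adjusted p = 0.000487) and at least 3.82-fold (adjusted p = 0.000651) brighter. The excess of HT over the highest other stage no longer passed the threshold with slide as a fixed block or without HT replicate 2 or 3, and it changed sign under normexp as planned (-0.76) and with outlier backgrounds replaced (-0.02). No probe of clec4c was identified from the files or the tables used here.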

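The level of irf7 (HH_90607192) was -1.26 ± 0.64 at 8CS, -2.86 ± 0.17 at GR, -4.22 ± 0.65 at 10SS and -4.3 ± 0.07 at HT, and the probe was well above background on all 12 arrays. It was 3.02-fold brighter at 8CS than at GR (adjusted p = 0.00401), and 7.78-fold and 8.21-fold brighter at 8CS than at 10SS (adjusted p = 4.45e-05) and HT (adjusted p = 3.17e-05). GR was 2.57-fold brighter than 10SS (adjusted p = 0.0112) and 2.72-fold brighter than HT (adjusted p = 0.00521). Under spike-in scaling, which raises HT relative to 8CS for all probes together, the lower of 8CS and GR less the higher of the 2 late stages changed sign, to -1.15 on the log2 scale.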

Among transcripts encoding cytokines or related proteins, *interferon regulatory factor 7* (*irf7*) was expressed at 8CS and GR, *interferon-induced protein 35* (*ifi35*) at 8CS and *interferon regulatory factor 6* (*ifr6*) at GR and 10SS. *Interleukin enhancer binding factor 2* (*ilf2*), *interleukin 7* (*il7*), and *interferon-induced protein 56* (*ifi56*) were only expressed at GR. 

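The level of il7 (HH_Contig1753) was -3.11 ± 0.28 at GR and -5.55 ± 0.55 at 8CS, a 5.4-fold difference (adjusted p = 0.002 from limma). GR was at least 8.22-fold brighter than 10SS (adjusted p = 0.000497) and at least 11.4-fold brighter than HT (adjusted p = 0.000182). The probe was well above background on all 3 arrays at 8CS, on 2 at 10SS and on 1 at HT. The probe of ifi56 (HH_90607644) rose from -4.7 ± 0.09 at 8CS to 0.4 ± 0.55 at GR, which was 34.3-fold (adjusted p = 9.53e-06), and lay 44.6-fold above its level at HT (adjusted p = 1.16e-05). It was well above background on all arrays at 8CS and HT and on 2 of 3 at 10SS. For il7 the excess of GR over the next stage stayed positive under every alternative but no longer passed the threshold under normexp (0.36) and spike-in scaling (0.92).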

*Interleukin 18* (*il18*) was expressed from GR to HT. *Suppressor of cytokine signaling 1* (*socs1*) was highly expressed at GR.

**Figure 1:**
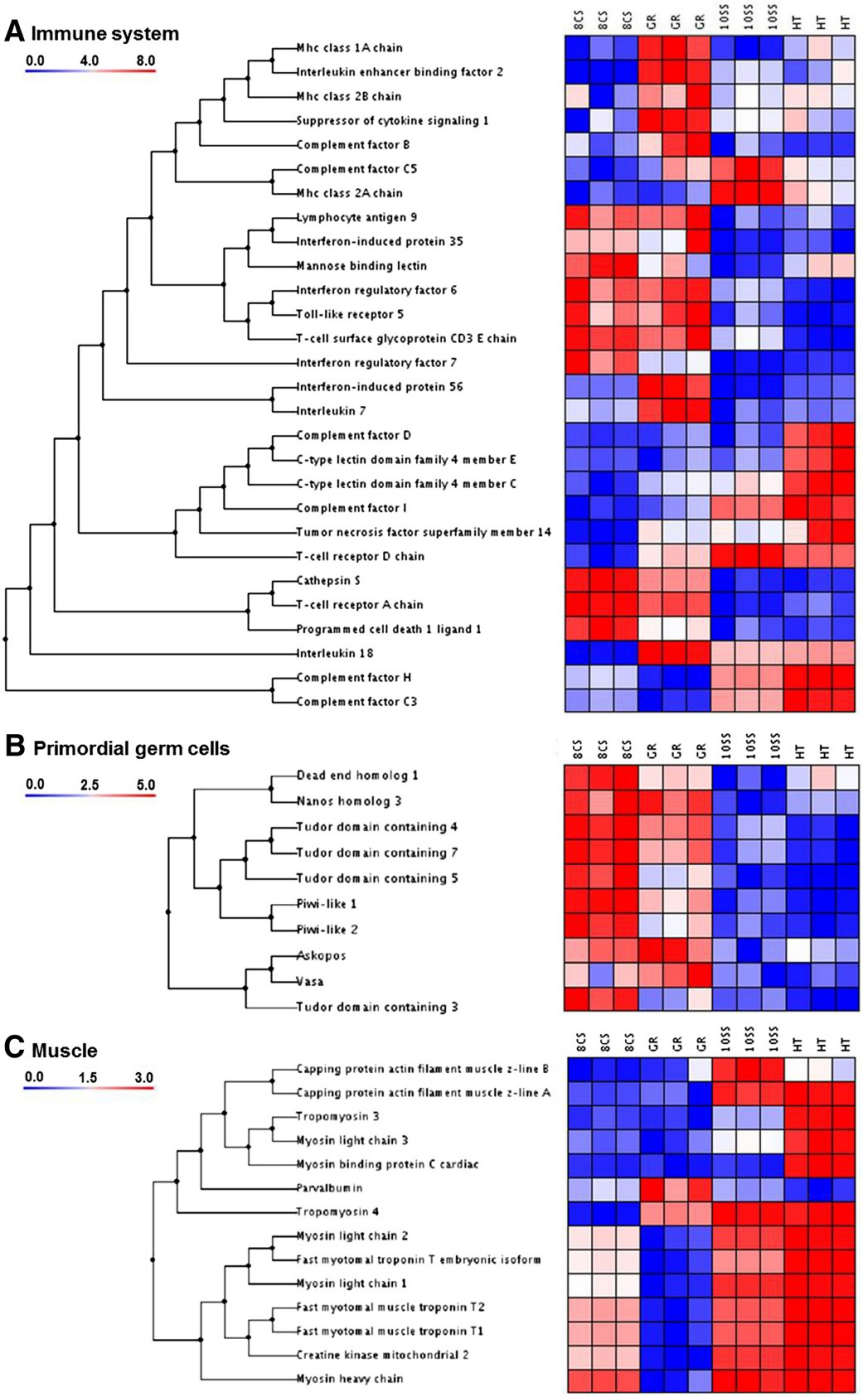
**Clustering of transcript groups. A**: Immune system, **B**: Germ cells, **C**: Muscle. Transcripts were clustered using the un-weighted pair-group method (UPGMA) using arithmetic averages with normal Euclidian distance as distance measurements. Developmental stages were: embryos at 8-cell stage (8CS); germ ring stage (GR), 10-somite stage (10SS), and hatched embryos (HT). Data were standardized against the first stage 8CS. Colour bar indicates relative expression in relation to 8CS. High intensity expression is represented in red colours while blue colours represent lower expression intensity (*n* = 3 batches).

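The probe of mhc1a (HH_Contig2306) was well above background on all 12 arrays of the 4 stages, with levels of -5.08 ± 0.4 at 8CS, -4.19 ± 0.1 at GR, -5.13 ± 0.54 at 10SS and -4.89 ± 0.17 at HT. GR was 1.86-fold brighter than 8CS (adjusted p = 0.0258), 1.92-fold brighter than 10SS (adjusted p = 0.0217) and 1.63-fold brighter than HT (adjusted p = 0.0514), so that no contrast reached 2-fold. Another stage lay above GR under spike-in scaling (-1.88 on the log2 scale) and normexp (-0.05). The probe of mhc2a (HH_38317730) did not reach the signal filter and was not well above background on any array of the 4 stages, so that no fold is given. Its lowest mean was at 10SS and its highest at HT, in a range of signal below background.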

Among the major histocompatibility complex (MHC) receptor sub-chain transcripts, *mhc class 1A chain* (*mhc1a*) and *mhc class 2B chain* (*mhc2b*) were highly present at GR while *mhc class 2A chain* (*mhc2a*) transcript level peaked at 10SS. Transcripts of the *T-cell receptor A chain* (*tcra*) and the *T-cell surface glycoprotein CD3 E chain* (*cd3e*) were found at 8CS and GR while *T-cell receptor D chain* (*tcrd*) was expressed from GR to HT. 

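The level of pd-1l (HH_Contig2081) was -2.73 ± 0.43 at 8CS, where all 3 arrays were well above background. It was at -5.29 ± 0.2 at GR (2 of 3 arrays well above background), -7.87 ± 0.98 at 10SS (1 of 3) and -7.83 ± 0.54 at HT (0 of 3). 8CS was at least 5.92-fold brighter than GR (adjusted p = 0.000846), at least 18.9-fold brighter than 10SS (adjusted p = 4.13e-06) and at least 25.1-fold brighter than HT (adjusted p = 4.05e-06). The excess over the next highest stage no longer passed the threshold under normexp (1.09 on the log2 scale).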

Three transcripts coding T-cell co-signaling regulators were identified: *Lymphocyte antigen 9* (*ly9*), expressed at 8CS and GR, *tumor necrosis factor superfamily member 14* (*tnfsf14*), expressed from GR to HT, and *programmed cell death 1 ligand 1* (*pd-1 l)* highly expressed at 8CS. *Cathepsin S* (*ctss*) was expressed at 8CS and GR.

### Primordial germ cells

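For tdrd3 (HH_90606448), the level was -1.84 ± 0.3 at 8CS, -3.92 ± 0.63 at GR, -4.41 ± 0.46 at 10SS and -5.25 ± 0.13 at HT. 8CS was 4.22-fold brighter than GR (adjusted p = 0.000455), 5.9-fold brighter than 10SS (adjusted p = 7.31e-05) and 10.6-fold brighter than HT (adjusted p = 7.98e-06). The probe was well above background on all 3 arrays of each stage. The 1.4-fold difference between GR and 10SS was not significant (adjusted p = 0.247). The excess over the next highest stage no longer passed the threshold under normexp (1.25 on the log2 scale).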

All selected transcripts involved in primordial germ cell proliferation and migration were found at both 8CS and GR, except for *tudor domain containing 3* (*tdrd3*) being only expressed at 8CS (Figure 1B). Transcript level of *tudor domain containing 4* (*tdrd4*), *tudor domain containing 5* (*tdrd5*), *tudor domain containing 7* (*tdrd7*), *nanos homolog 3* (*nanos3*), *dead-end homolog 1* (*dnd1*), *piwi-like 1* (*piwil1*) and *piwi-like 2* (*piwil2*) was highest at 8CS, while the level of *vasa* (*vasa*) and *askopos* (*kop*) peaked at GR.

### Muscle development

*Myosin light chain 1* (*mylc1*) and *2* (*mylc2*), *myosin heavy chain* (*myh*), *fast myotomal troponin T embryonic isoform* (*eftnt*), *fast myotomal muscle troponin T1* (*ftnt1*) and *T2* (*ftntf2*) and *creatine kinase mitochondrial 2* (*ckmt2*) were expressed at 8CS, and increasingly at 10SS and HT (Figure 1C). 

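The probe of capzb (HH_90598668) was at 2.49 ± 0.74 at 10SS, 1.47 ± 0.19 at HT, 0.75 ± 0.62 at GR and 0.2 ± 0.11 at 8CS, well above background on all 12 arrays. 10SS was 4.9-fold brighter than 8CS (adjusted p = 0.000393) and 3.34-fold brighter than GR (adjusted p = 0.00441). The 2.03-fold difference from HT was not significant (adjusted p = 0.0906), and the 3 arrays at 10SS spread from 1.65 to 3.04. Without 10SS replicate 3, the lowest of these, the excess over the next highest stage was 1.44 on the log2 scale and passed the threshold.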

*Capping protein actin filament muscle z-line A* (*capza*) was highly expressed at 10SS and HT, and *Capping protein actin filament muscle z-line B* (*capzb*) was predominantly expressed at 10SS. *Tropomyosin 3* (*tpm3*), *myosin light chain 3* (*mylc3*), and *myosin binding protein C cardiac* (*mybpc3*) were highly expressed at HT. 

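The level of mybpc3 (HH_Contig29) was 2.16 ± 0.09 at HT, against -1.85 ± 0.07 at 10SS, -2.06 ± 0.26 at GR and -2.02 ± 0.24 at 8CS, and the probe was well above background on all 12 arrays. HT was 16.1-fold brighter than 10SS (adjusted p = 3.51e-06 from limma), 18.6-fold brighter than GR (adjusted p = 7.78e-07) and 18.1-fold brighter than 8CS (adjusted p = 9.04e-08). No difference among the other 3 stages was significant (adjusted p from 0.406 to 0.885). The excess of HT passed the threshold under all 27 alternatives, from 3.33 to 4.78 on the log2 scale.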

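The probe of pval (HH_90987983) was bright on all 12 arrays, with levels of 1.36 ± 0.26 at GR, 0.63 ± 0.42 at 10SS, 0.6 ± 0.11 at 8CS and 0.01 ± 0.09 at HT. GR was 2.54-fold brighter than HT (adjusted p = 0.000683), but only 1.69-fold brighter than 8CS (adjusted p = 0.023) and 1.66-fold brighter than 10SS (adjusted p = 0.0274), under the 2-fold limit. Under spike-in scaling another stage lay above GR (-1.24 on the log2 scale).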

*Parvalbumin* (*pval*) was highly expressed at GR and *Tropomyosin 4* (*tpm4*) at GR, 10SS, and HT.

### Differential transcript expression in high and low quality eggs

Twenty transcripts were differentially expressed between high and low quality 8CS embryos (*p* < 0.05; Figure 2 and Table 1). 

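High and low quality 8CS embryos, defined in the paper by their fertilization and hatching percentages, were compared on 3 arrays each. The high quality arrays lay on slides 1, 1 and 4 and the low quality arrays on slides 1, 2 and 4. In a limma fit on these 6 arrays, 102 of 8737 probes differed (Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold), of which 14 were higher and 88 lower in low quality embryos, and 2719 probes had an unadjusted p under 0.05. The count was unstable to the choice of arrays and scaling. It was 0 under normexp background correction as planned, whose fit failed on high quality replicate 3 and low quality replicate 1. With outlier backgrounds replaced it was 83. The count was 23 with slide as a fixed block, 11 without low quality replicate 1 and 708 without high quality replicate 3. Under spike-in scaling it was 2366, with a median of all probes of 0.69 between low and high quality embryos, and 2159 of these were higher. Quantile normalization split the calls into 34 higher and 51 lower. Of the 20 transcripts of Table 1, all 20 had the direction the paper gives, and none overlapped between the groups, which chance gives for 10% of probes not chosen on these arrays, as these were. The limma fit tested 19 of them, called 7 over all probes and 18 adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. The adjusted p over all probes ranged from 0.0134 to 0.0946. The 7 called were irf7, HH_90603123, HH_90988292, rnf213, pd-1l, ms4a8a and HH_Contig207. Across the alternatives, between 0 and 16 of the 20 were called.

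**Figure D1:**
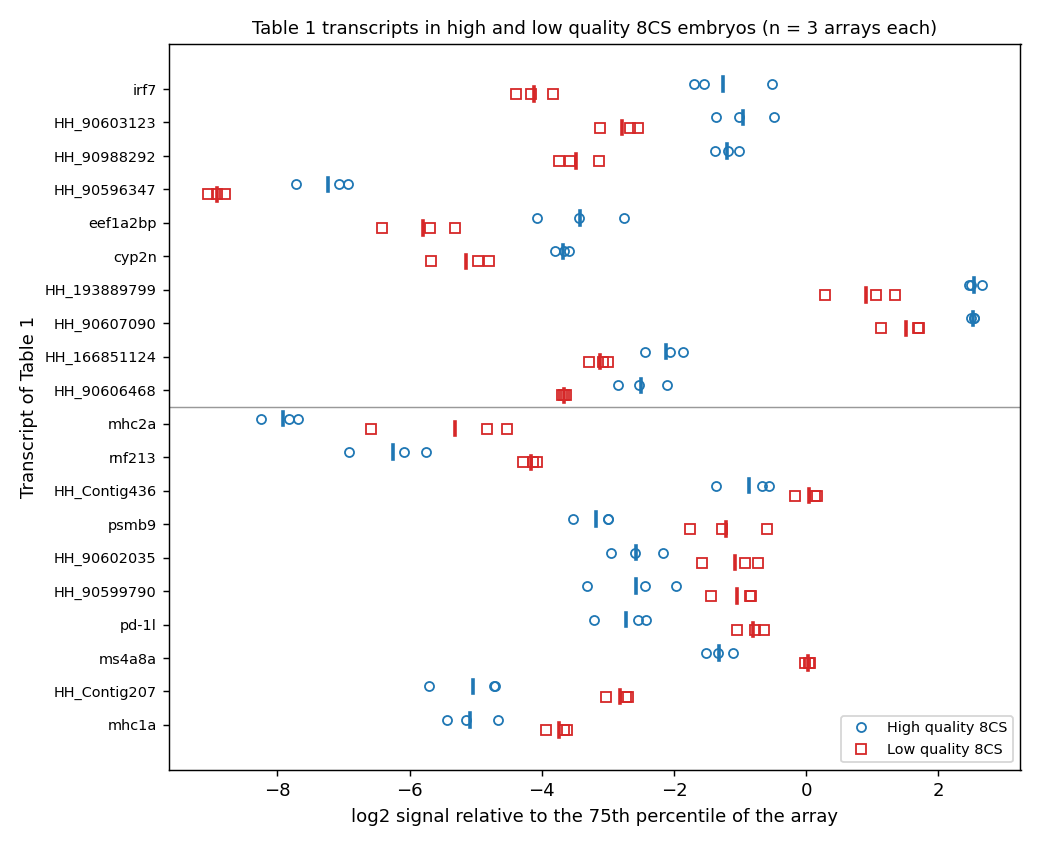
Signal of the 20 transcripts of Table 1 on each array (log2, relative to the 75th percentile of the array) in 3 high quality (circles) and 3 low quality (squares) 8CS arrays, with vertical bars at the group means. The 10 transcripts above the line are those the paper lists as lower in low quality embryos and the 10 below it those it lists as higher, and in each of the 20 the 2 groups do not overlap.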

Gene set enrichment analysis resulted in no significant differences in functional terms. 

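In high quality 8CS embryos irf7 (HH_90607192) spread from -1.7 to -0.52 on the log2 scale over the 3 arrays and in low quality embryos from -4.39 to -3.83, a 7.29-fold lower mean in low quality embryos (log2 difference -2.87, SE 0.35, adjusted p = 0.0275 from limma). The probe of mhc2a (HH_38317730) was well above background on all 3 low quality arrays, between -6.58 and -4.53, and on 0 of 3 high quality arrays, which gives a level at least 2.52-fold higher in low quality embryos (adjusted p = 0.0744). This bound was 1.92 without low quality replicate 1, 3.91 without low quality replicate 3 and 4.24 under spike-in scaling. The difference did not pass the threshold over all probes, though every low quality array was above every high quality array. Its direction changed under normexp as planned (-0.3 on the log2 scale), whose fit failed on high quality replicate 3 and low quality replicate 1. With outlier backgrounds replaced the direction was kept. The call of irf7 was lost under 6 of 22 alternatives, without a change of direction.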

The highest differences in transcript levels were found for *irf7* (8.0 ± 0.3-fold lower in low quality 8CS embryos, Table 1) and *mhc2A* (7.8 ± 0.7-fold higher in low quality 8CS embryos). Nine transcripts (57%) had significant BLAST hits representing genes involved in immune response, metabolism, RNA transcription, protein degradation, cell signalling, and cytoskeleton. Conserved domain searches in the remaining 8 differentially expressed transcripts without significant BLAST hits resulted in identification of HH_90606468 as belonging to the chaperonin-like superfamily of proteins. Two differentially expressed transcripts, *eef1a2bp* and *pd-l1* showed strictly maternal expression and were expressed only before GR (Figure 3 and Additional file 5).

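The level of eef1a2bp (HH_90604682) was -3.42 ± 0.65 in high quality 8CS embryos and -5.8 ± 0.56 in low quality ones, 5.21-fold lower (adjusted p = 0.0591 from limma). Over the stages, 8CS was at least 5.49-fold brighter than GR (adjusted p = 2.72e-06), at least 9.25-fold brighter than 10SS (adjusted p = 4.32e-06) and at least 12.1-fold brighter than HT (adjusted p = 2.62e-06), and the probe was well above background on 0 of 3 arrays at GR, 2 at 10SS and 1 at HT. For pd-1l, low quality embryos were 3.77-fold brighter than high quality ones (log2 difference 1.91, SE 0.26, adjusted p = 0.0342). Both differences between low and high quality embryos kept their direction under the 22 alternatives run for each. For eef1a2bp the threshold was passed under 6 of these, and for pd-1l it was missed under 8.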

**Figure 2:**
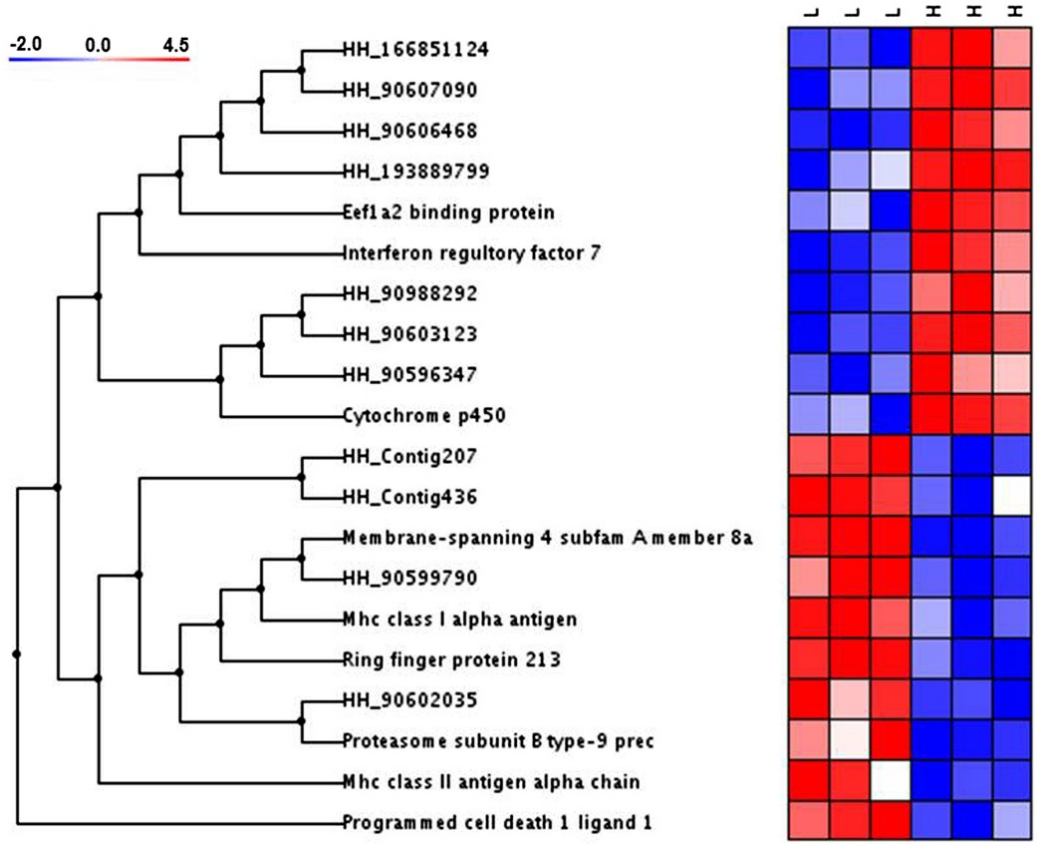
**Clustering of differentially expressed transcripts in high (H) and low (L) quality oocytes.** Transcripts were clustered using the un-weighted pair-group method (UPGMA) using arithmetic averages with normal Euclidian distance as distance measurement. High intensity expression is represented in red colours while blue colours represent lower expression intensity (*n* = 3 batches).

**Table 1:** **Differentially expressed transcripts in high and low quality Atlantic halibut 8CS embryos**

				Microarray		qPCR	
Function	Probe name	GeneBank Accession	BLAST hit gene description ( ***Abbreviation*** )	Fold-change (±SD)	Adj. ***p*** -value	Fold-change (±SD)	***p*** -value
Immune response	HH_90607192	EB040633	*interferon regulatory factor 7* (*irf7*)	↓8.0 ± 0.3	7E-06	↓8.9 ± 0.0	0.005
Uncharacterized	HH_90603123	EB036564	NA	↓7.8 ± 0.2	2E-06	↓8.3 ± 0.0	< 0.001
Uncharacterized	HH_90988292	EB103461	NA	↓6.4 ± 0.1	4E-05	↓6.8 ± 0.2	0.005
Uncharacterized	HH_90596347	EB029788	NA	↓5.8 ± 0.5	4E-04	↓6.4 ± 0.3	< 0.001
RNA transcription	HH_90604682	EB038123	*eef1a2 binding protein* (*eef1a2bp*)	↓3.8 ± 0.1	2E-04	↓4.7 ± 0.2	0.005
Metabolism	HH_90596960	EB030401	*cytochrome p450* (*cyp2n*)	↓3.5 ± 0.1	1E-04	↓3.8 ± 0.5	0.004
Uncharacterized	HH_193889799	FK703165	NA	↓3.4 ± 0.6	2E-04	↓4.2 ± 0.4	0.037
Cytoskeleton	HH_90607090	EB040531	microtubule-associated protein homolog	↓2.7 ± 0.3	1E-04	↓2.4 ± 0.6	0.021
Uncharacterized	HH_166851124	FD698747	NA	↓2.7 ± 0.5	2E-04	↓2.5 ± 0.7	< 0.001
Uncharacterized	HH_90606468	EB039909	unnamed protein product [*Tetraodon nigroviridis*]	↓2.2 ± 0.4	3E-04	↓3.1 ± 0.2	0.001
Immune response	HH_38317730	EB173954	*mhc class ii antigen alpha chain* (*mhc2a*)	↑7.8 ± 0.7	3E-04	↑6.1 ± 0.1	< 0.001
Protein degradation	HH_90598492	EB031933	*ring finger protein 213* (*rnf213*)	↑4.8 ± 0.5	8E-06	↑5.2 ± 0.3	< 0.001
Uncharacterized	HH_Contig436	EB036359	chromosome 3 open reading frame 17 protein	↑3.9 ± 0.3	3E-04	↑4.2 ± 0.0	0.002
Protein degradation	HH_Contig1979	EB036110	*proteasome subunit beta type-9 precursor* (*psmb9*)	↑3.7 ± 0.6	4E-04	↑3.8 ± 0.1	0.001
Uncharacterized	HH_90602035	EB035476	NA	↑3.3 ± 0.4	1E-04	↑3.0 ± 0.1	0.019
Uncharacterized	HH_90599790	EB033231	NA	↑3.2 ± 0.2	8E-05	↑3.7 ± 0.1	< 0.001
Immune response	HH_Contig2081	EB031478	*programmed cell death 1 ligand 1* (*pd-1 l*)	↑3.0 ± 0.3	1E-04	↑2.8 ± 0.1	0.003
Cell signalling	HH_Contig1463	EB040282	*membrane-spanning 4 subfamily a member 8a* (*ms4a8a*)	↑2.9 ± 0.4	2E-05	↑2.5 ± 0.2	< 0.001
Uncharacterized	HH_Contig207	EB041560	NA	↑2.7 ± 0.1	6E-05	↑2.1 ± 0.3	< 0.001
Immune response	HH_Contig2306	EB036581	*mhc class i alpha antigen* (*mhc1a*)	↑2.5 ± 0.2	3E-04	↑3.4 ± 0.0	0.013

For each transcript, fold-change difference (±SD) in low quality oocytes estimated by microarray (*n* = 3) and qPCR (*n* = 8) is given. Transcripts are grouped according to their function.

**Figure 3:**
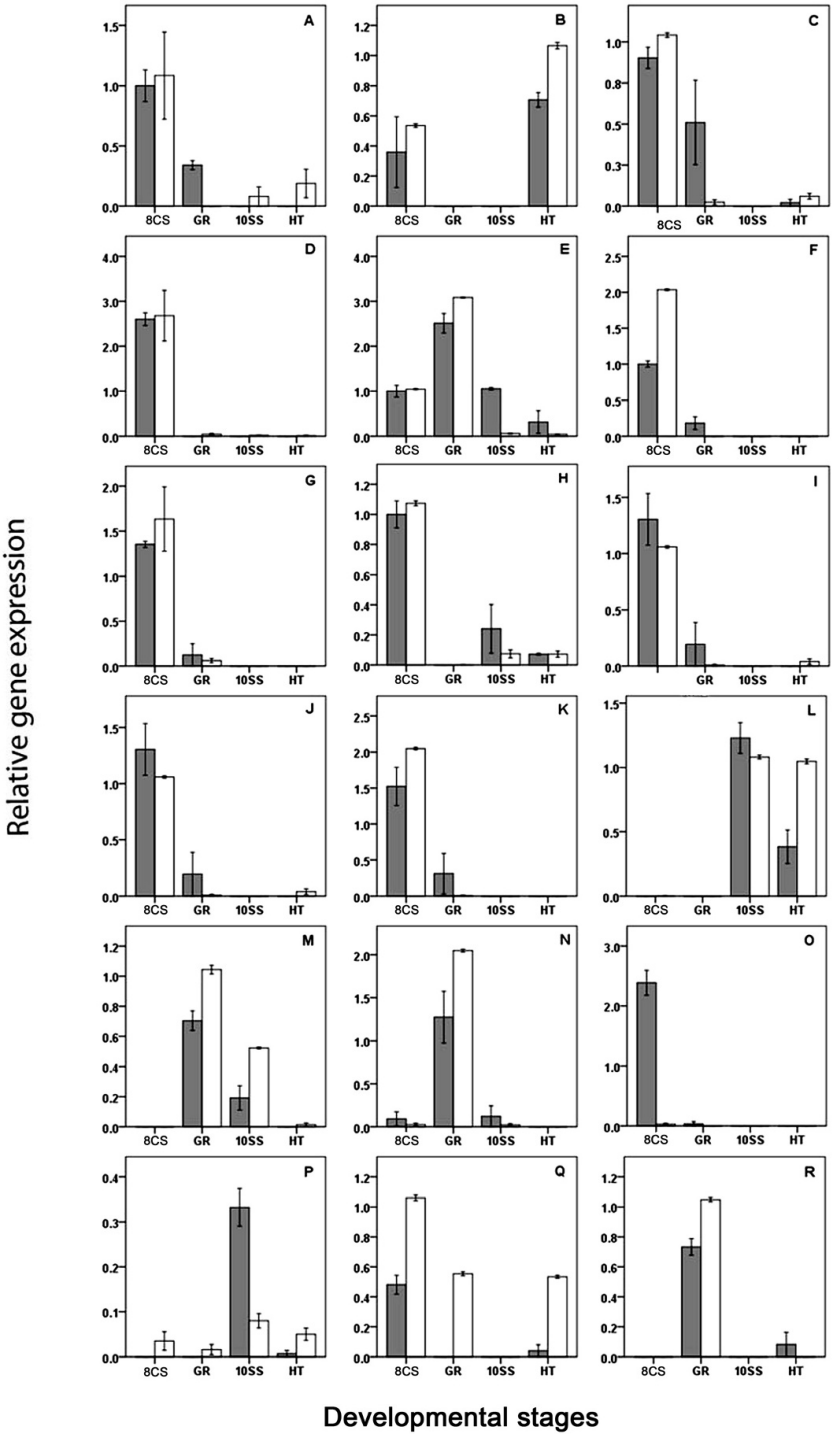
**Validation of expression patterns by quantitative PCR (qPCR).** Relative gene expression (±SD) in Atlantic halibut embryonic developmental stages estimated by microarray (grey bars; *n* = 3) and qPCR (white bars; *n* = 5). The embryonic developmental stages (*n* = 3) were: 8-cell stage (8CS), germ ring (GR), 10-somite stage (10SS), and hatched larvae (HT). qPCR data were normalized with *Luc*. Data were standardized against the 8CS stage. **A**: *irf7*, **B**: 90603123, **C**: HH_90988292, **D**: *eef1a2bp*, **E**: *cyp2n*, **F**: HH_193889799, **G**: HH_90607090, **H**: HH_166851124, **I**: HH_90606468, **J**: *rnf213*, **K**: HH_Contig436, **L**: *psmb9*, **M**: HH_90602035, **N**: HH_90599790, **O**: *pd-1 l*, **P**: *ms4a8a*, **Q**: HH_Contig207, and **R**: *mhc1a*.

### Microarray validation

A significant correlation was found between qPCR and microarray results (ϱ = 0.88, *p* < 0.0001, *n* = 276; Additional file 9). Significant differences in transcript levels between high and low quality 8CS embryos by microarray were confirmed by qPCR for all 20 differentially expressed transcripts (Table 1). 

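The qPCR fold changes of Table 1 are the paper's. Over the 20 transcripts they correlated with the log2 differences from the arrays (Spearman's rho 0.89, Pearson's r 0.97, permutation p = 1e-05 for each, the smallest that 100000 permutations give, and 3e-05 after Benjamini-Hochberg adjustment over the 3 sets tested). The transcripts form 2 sets by direction. Within the 10 transcripts lower in low quality embryos rho was 0.9 (permutation p = 0.00099, adjusted 0.0015) and r 0.83 (permutation p = 0.0036, adjusted 0.0054). Within the 10 higher ones rho was 0.19 (permutation p = 0.61, adjusted 0.61) and r 0.25 (permutation p = 0.49, adjusted 0.49), so that no relation held there. Without the 2 transcripts farthest from the median, r was 0.96 over all 20. In 4 of the 20 the probe was not well above background on every array. Over the other 16, a choice made after the values were seen, rho was 0.89 and r 0.98. Within the 9 of these lower in low quality embryos rho was 0.92 and r 0.86, and within the 7 higher ones -0.11 and -0.26. The correlations run across transcripts, which are not independent replicates.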

Expression patterns of the differentially expressed transcripts during embryonic development (*n* = 18) followed the same general trend when estimated by qPCR, with a few exceptions. 

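By the arrays, HH_193889799 had levels of 2.54 ± 0.1 at 8CS, 1.37 ± 0.23 at GR, -3.52 ± 2.2 at 10SS and -7.44 ± 0.51 at HT. All 3 arrays at 8CS lay above all 3 at GR, but the 2.26-fold difference was not significant (adjusted p = 0.265) with an SE of 0.82 pooled over the stages, to which the spread at 10SS adds, while 8CS was 66.6-fold brighter than 10SS (adjusted p = 8.84e-05). The probe HH_Contig436 was 2.3-fold brighter at 8CS than at GR (adjusted p = 0.0191) and 8.25-fold brighter at 8CS than at HT (adjusted p = 3.25e-05), with all arrays of the 4 stages well above background.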

Microarray relative expression data revealed strictly maternal expression (no expression at GR, 10SS and HT) of two transcripts (Figure 3D and O) while according to qPCR data, four transcripts were strictly maternal (Figure 3D, F, K, and O). *Membrane-spanning 4-domains subfamily a member 8a* (*ms4a8a*) was expressed only zygotically (no expression before stage 10SS) according to microarray results, but showed maternal-zygotic expression (expressed at all four developmental stages) according to qPCR expression results (Figure 3P). 

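The probe of ms4a8a (HH_Contig1463) was well above background on all 12 arrays of the 4 stages, with levels of -1.32 ± 0.21 at 8CS, -1.32 ± 0.15 at GR, -2.58 ± 1.57 at 10SS and -1.74 ± 0.48 at HT. No difference between stages was significant in limma, with adjusted p between 0.0937 and 0.995, in a fit that pools the spread of the stages. Of the 10SS arrays, replicate 3 was at -4.4 and the other two at -1.73 and -1.62. In low quality 8CS embryos the level was 0.03 ± 0.04, 2.55-fold above high quality 8CS (adjusted p = 0.0292), a call lost under 9 of 22 alternatives.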

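The probe HH_Contig207 was well above background on 2 of 3 arrays at 8CS, 1 of 3 at GR, 1 of 3 at 10SS and all 3 at HT. Its levels were -5.04 ± 0.58, -5.51 ± 0.13, -6.7 ± 0.68 and -5.32 ± 0.18 in that order. HT was at least 2.61-fold brighter than 10SS (adjusted p = 0.0242 from limma). On the log2 scale 8CS lay 1.66 above 10SS (adjusted p = 0.00225) and GR lay 1.2 above it (adjusted p = 0.0191). No fold is given for these, since 8CS and GR had arrays not well above background. The differences of 8CS from GR (adjusted p = 0.318) and HT (adjusted p = 0.509) were not significant. In low quality 8CS embryos it was at -2.82 ± 0.18, at least 4.67-fold above high quality 8CS (adjusted p = 0.0349), a call lost under 9 of 22 alternatives.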

HH_Contig207 expression was detected at 8CS and HT by microarray and addition in GR by qPCR (Figure 3Q). *Mhc class 1A chain* (*mhc1A*) expression was apparent in GR and HT by microarray, but only in GR by qPCR (Figure 3R). For 14 out of 20 tested transcripts, qPCR expression levels were up to 1.5 times higher in one or more developmental stages, compared to the microarray results (Figure 3).

## Discussion

In hatched Atlantic halibut embryos, the anterior part of the head kidney is present, but no haematopoietic tissue or cells can be observed. Liver, thymus, and spleen, important for the development of the adaptive immune system, are not present yet [7]. Therefore, the innate immune system is the first line of immune protection. The complement system is a major non-cellular component of the innate immune system [33]. The presence of maternally transferred *mbl* transcripts, an activator of the lectin pathway (LP), indicates that it is the first complement defense mechanism active in Atlantic halibut embryos (Figure 1A). Between GR and HT, expression of transcripts encoding central complement components (*c3* and *c5*) and transcripts encoding alternative pathway (AP) regulatory proteins (*cfb*, *cfd*, *cfh*, and *cfi*) increases. As previously found in zebrafish and rainbow trout, the AP seems to be functional as immune defense in Atlantic halibut embryos, before the adaptive system is developed [34, 35]. Despite the lack of IgM-bearing cells and organs of the adaptive immune system in Atlantic halibut embryos, transcripts of MHC receptors (*mhc1a*, *mhc2a*, *mhc2b*), T-cell receptors (TCR, *tcra*, *tcrd*), and T-cell co-signaling regulators (*ly9*, *tnfsf14*, *pd-1 l*, *ctss*) were present. These maternally transferred transcripts of the adaptive immune system add to the immune protection of the developing embryo and larvae. A similar transfer of maternal transcripts involved in the innate and adaptive immune system have been identified in in half-smooth tongue sole (*Cyngolossus semilaevis*) and rainbow trout embryos [36, 37].

Transcripts of three *tdrd* genes, *tdrd4*, *tdrd5* and *tdrd7*, showed similar expression pattern as *piwil1* and *piwil2*, reflecting the close interaction of the corresponding protein products (Figure 1B). TDRD4, TDRD5, and TDRD7, together with TDRD1, TDRD6, TDRD8 and TDRD9 form PIWI-TDRD complexes that are essential in retrotransposon silencing, chromatoid body assembly and spermiogenesis [38]. *Tdrd5* maternal expression has previously been identified in Atlantic halibut embryos [19]. Among *tdrd* transcripts, *tdrd3* was the only transcript expressed mainly at 8CS. TDRD3 preferably binds to asymmetric dimethyl arginine marks (aDMAs) in somatic cells acting as a transcriptional co-activator [39]. Expression profiles of *nanos3* and *dnd1* clustered together with *piwil* and *tdrd* transcripts with the exception of increased expression at H. *Dnd1* and *nanos3* code germ plasm and PGCs specific RNA-binding proteins involved in differentiation and survival of PGCs [40, 41]. Through binding to 3’UTRs of target mRNAs, DND1 counteracts miRNA-mediated posttranscriptional repression in PGCs [40, 42]. Expression of *dnd1* and *nanos3* in Atlantic halibut embryos was similar to expression patterns found in teleost embryos previously [40, 43, 44]. Expression of *kop* and *vasa* peaked at GR in Atlantic halibut, diminishing during later embryonic development and at HT. A similar expression pattern of *kop*, coding a PGC-specific P-loop protein of unknown function, has previously been identified in zebrafish and Atlantic halibut [19, 45]. *Vasa*, an ATP-dependent RNA helicase, is mostly known as a PGC marker, but has recently also been identified as a regulator of cell cycle progression in somatic cells [46, 47].

Most muscle related transcripts identified during Atlantic halibut embryonic development represented isoforms of transcripts coding structural muscle proteins members of myosin (*myh*, *mylc1*, *mylc2*, *mylc6*, and *mycl3*), troponin (*ftnt1*, *ftnt2*, and *eftnt*), tropomyosin (*tpm3* and *tpm4*) and parvalbumin (*pval*; Figure 1C). 

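The probe of mylc6 (HH_Contig320) was well above background on all 12 arrays, with levels of 0.63 ± 1.16 at 10SS, 0 ± 0.18 at HT, -1.77 ± 0.26 at GR and -2.49 ± 0.02 at 8CS. 10SS was 8.72-fold brighter than 8CS (adjusted p = 0.000143 from limma) and 5.28-fold brighter than GR (adjusted p = 0.00201). The 1.55-fold difference from HT was not significant (adjusted p = 0.353), and 10SS replicate 3 was at -0.7 and the other 10SS arrays at 1.22 and 1.38. Another stage lay above 10SS with slide as a fixed block (-0.7), with slide as a random block (-0.48) and under spike-in scaling (-0.14), while without 10SS replicate 3 the excess over the next highest stage was 1.3 on the log2 scale and passed the threshold.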

Myosin molecules consist of six subunits, two heavy chains (MYHs) of ~200 kDa and four light chains (MYLs) of ~20 kDa. *Myhc* expression has previously been identified at the 17-somite stage and onwards in Atlantic halibut [15]. In the same study, two isoforms of *mylc2* were identified to be stage-specific (embryonic: *mylc2a* and larval/juvenile: *myl2b*). In zebrafish, *myl1* and *myl2* are expressed at the 10-somite stage, followed by *myl3* expression at the 12-somite stage. Here we have identified isoforms of *myl1* and *myl2* with expression at 8CS, 10SS, and HT, while *myl3* was mainly expressed at HT. One embryonic/larval troponin isoform (*efTnThh*) and two adult isoforms have previously been identified (*efTnThh-1* and *efTnThh-2*) in Atlantic halibut larvae during metamorphosis [48]. In the present study, *ftnt1*, *ftnt2* and *eftnt* showed similar expression patterns, indicating that they represented embryonic/larval isoforms.

In Atlantic halibut embryos, *tpm3* expression started after somite formation (10SS) and was highly expressed at HT. Isoforms of *tpm3* have been previously found to be essential for embryonic development in mice, but the underlying mechanism is unknown [49]. Both *tpm4* (also named δ*tpm*) and *mybpc3* are known to be specifically expressed in cardiac muscle in zebrafish [50, 51]. While *tpm4* expression was detected from GR to HT, *mybpc3* expression was restricted to HT. In the present study, *pval* expression peaked earlier, at GR, in Atlantic halibut embryos compared to its expression in zebrafish, where it was first detected in 15-somite stage embryos [52]. As a Ca^2+^-binding protein, PVAL is usually present in high concentrations in fast muscle cells, to a lower extend in specific neurons of the central and peripheral nervous system, and in cells of endocrine glands [53].

The two maternal transcripts, *irf7* and *mhc2a*, were identified as potential markers for quality in Atlantic halibut due to their high level of expression differences in high and low quality 8CS embryos (Table 1). 

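The 3 transcripts HH_90603123, HH_90988292 and HH_90596347 were compared in the same limma fit. HH_90603123 was 3.54-fold lower in low quality 8CS embryos (log2 difference -1.82, SE 0.28, adjusted p = 0.0439), and this call was lost under 12 of 22 alternatives. HH_90988292 was 4.88-fold lower (log2 difference -2.29, SE 0.22, adjusted p = 0.0134), and its call was lost under 7 of 22. The probe HH_90596347 was not well above background on any high or low quality 8CS array and did not reach the signal filter, so no fold is given. Its 3 high quality arrays nevertheless lay above its 3 low quality arrays. From the size of the differences between high and low quality 8CS embryos, the paper proposes irf7 and mhc2a as potential markers of quality.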

The three uncharacterized transcripts (HH_90603123, HH_90988292, and HH_90596347) had the same potential, but their functions have to be further characterized. IRF7 is the primary regulator of type I interferon (IFN) production and its absence impairs antiviral innate immunity [54]. The significantly lower levels of *irf7* transcripts in low quality 8CS embryos may result in reduced immune response capacity resulting in further poor embryonic and larval development. Most of the transcripts showing elevated expression in low quality embryos are involved in adaptive immune response and protein degradation (Table 1). Their elevated concentrations could be the result of a maternally transferred immune response during the oogenesis triggered by unknown inflammation, infection or immune-activated stress.

Polyadenylation of maternal mRNAs during oocyte maturation usually protects mRNAs from degradation and activates their translation [55]. In contrast, regulatory RNA or protein-mediated deadenylation triggers mRNA degradation and translational repression to allow normal embryonic development after the maternal-zygotic transition (MZT) [56]. In *Xenopus tropicalis*, oocyte post-ovulatory aging (POA) induced a general decrease in maternal transcripts and a female-specific shortening of maternal mRNAs by deadenylation in oocytes that developed into embryos experiencing high malformation and mortality rates [57]. In contrast, POA induced both a decrease and increase in specific maternal transcripts in rainbow trout oocytes [58, 59]. In the present study, timing of hand-stripping Atlantic halibut females was synchronised to their individual ovulation rhythms to avoid POA. Whether low maternal transcript levels are the result of a lack or sub-optimal polyadenylation during Atlantic halibut oocyte maturation, leading to poor transcript translation and/or degradation in low quality early embryos, requires further investigation. Due to the experimental design, it was not possible to estimate whether the transcript level differences in high and low quality 8CS embryos were based on individual female differences and/or inheritability. However, no major differences in transcript levels were observed within the three oocyte batches tested (Figure 2). 

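Over 9353 probes, the 3 high quality 8CS arrays correlated at 0.951 to 0.988 with each other, and the 3 low quality arrays at 0.982 to 0.99. High quality replicates 1 and 2 correlated at 0.988, while replicate 3 correlated at 0.959 and 0.951 with them and at 0.967, 0.971 and 0.975 with the 3 low quality arrays. The median SD of a probe between the low quality arrays was 0.26 on the log2 scale.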

To test the potential of *irf7* and *mhc2a* as markers for Atlantic halibut oocyte quality, future studies should nevertheless be performed across a higher number of batches from females of known genetic background.

Both abundance of differentially expressed transcripts in high and low quality oocytes (Table 1) and their expression patterns during embryonic development (Figure 3) were successfully confirmed by qPCR. The qPCR and microarray analysis have inherent technical and data normalization challenges that can lead to variability in results. Following strict quality assessment procedures in both techniques, (RNA quality, cross-hybridisation of microarray probes, microarray spot intensity, qPCR primer design, and PCR efficiency) and data filtering after normalization (cut-offs for fold-changes and low microarray spot intensity) resulted in high correlation between qPCR and microarray data (Additional file 9) [60, 61]. Due to the requirement of designing qPCR primers across exon/introns boundaries, microarray probes and qPCR primer locations varied. This could result in the observed variation between qPCR and microarray data. Compared to the previously created Atlantic halibut microarray by Douglas et al. [29], the new microarray contains a higher number of transcripts corresponding to genes expressed during the embryonic development. This microarray was successfully used to screen maternal transcript expression, and to identify differential transcripts expression in low and high quality 8CS embryos. It has proven to be suitable for future analysis of Atlantic halibut embryonic transcript expression which is likely to advance our understanding of important developmental processes in teleosts.

## Conclusions

Using a new Atlantic halibut 10 k custom oligonucleotide array, we have demonstrated maternal transfer of innate and adaptive immune system transcripts into Atlantic halibut embryos and profiled their expression in early developmental stages. We identified several transcripts, including *irf7* and *mhc2a*, as potential molecular markers for embryo quality. Microarray validation did prove the usefulness of the tool for further transcript quantification in Atlantic halibut. Both the established information and microarray provide useful resources to improve commercial production of Atlantic halibut.

## Methods

### Fish husbandry and sample collection

All procedures of fish husbandry and sample collection were in accordance with the guidelines set by the National Animal Research Authority (Forsøksdyrutvalget, Norway). For transcript expression profiling during early development, embryos were collected at the 8-cell stage (8CS), 8 h post fertilisation (hpf); germ ring stage (GR), 82 hpf; 10-somite stage (10SS) 142 hpf; and hatched larvae (HT), 340 hpf, from eight females (30–40 kg) at a commercial Atlantic halibut farm (Risørfisk AS, Risør, Norway). All oocytes were fertilized *in vitro* with pooled sperm from two random males (15–20 kg) at the peak of their reproductive season. Females and males were fed EWOS Premix (EWOS, Bergen, Norway) and kept under natural photoperiod conditions. Eggs were incubated in large-scale 280 L incubators at salinity 34 ± 1 ‰ and temperature 6.3 ± 0.1°C. Fertilization and hatching percentage was estimated at 8CS and 340 hpf, respectively. Sampling was performed at 8CS to ensure that only fertilized oocytes were collected. Samples were immediately snap-frozen in liquid nitrogen. Only high quality embryos defined as fertilization success ≥ 90 ± 2% and hatching success ≥ 85 ± 2% were used for studies of normal development. Three separate batches of eggs were used for these experiments.

To identify differentially expressed transcripts between high and low quality 8CS embryos, oocytes were collected at the University of Nordland (Bodø, Norway) from 20 females (40–60 kg) kept under natural photoperiod conditions and fed Fish Breed-M (INVE Aquaculture NV, Dendermonde, Belgium). All oocytes were fertilized *in vitro* with sperm pooled from two random males. Eggs were incubated in 100 × 15 mm Petri dishes in triplicates, approximately 100 eggs per dish, at 5.5 ± 0.5°C in 33 ± 1 ‰ filtered seawater, added 0.5% (v/v) penicillin-streptomycin-neomycin solution (5000 U penicillin, 5 mg streptomycin, and 10 mg neomycin per ml, Sigma, St. Louis, Mo, USA) until hatching at 340 hpf. Samples were snap-frozen in liquid nitrogen. Fertilization and hatching percentages were estimated as described above. Fertilization and hatching percentage was used to categorize collected embryo groups as high and low quality embryos. Embryos with low fertilization rate (≤16 ± 3%) and low hatching percentage (≤7 ± 3%) were defined as low quality embryos (L) and embryos with high fertilization (≥91 ± 2%) and high hatching percentage (≥86 ± 3%) were defined as high quality embryos (H). Three groups of high and three groups of low quality embryos were selected to identify differentially expressed maternal transcripts at the 8CS stage.

### Microarray construction and probe design

Approximately 22,000 ESTs were obtained from the NCBI GenBank and subjected to EST pre-processing, clustering and contig assembly using a local installation of ESTExplorer (http://estexplorer.biolinfo.org). In essence, vectors were removed, low quality sequence repeats were masked, and the resulting sequences subjected to clustering and contig assembly using semi-rigid parameters (CAP3 = 80%, 50 ORFs). The resulting 3,105 consensus sequences (contigs) and 7,174 single ESTs (singletons) were subjected to blasting, mapping and annotation by a local installation of Blast2GO (http://www.blast2go.org/) using default parameters with minor modifications. In short, sequences were blasted against the NCBI non-redundant database using BLASTX (E = 10E-3). These results were complemented with a BLASTX against UniProtKB/Swiss-Prot (http://www.ebi.ac.uk/uniprot). Sequences with blast hits were then mapped against the Blast2Go database and resulting mapped sequences annotated in a sequential manner according to decreasing cut-off values (1: E = 10E-6, cut-off: 55, HSP coverage cut-off: 75; 2: E = 10E-6, cut-off: 55, HSP coverage cut-off: 0 and 3: E = 10E-6, cut-off: 60, HSP coverage cut-off: 0, Evidence code weight: ISS = 1.0, IEA = 1.0). Gene ontology (GO) results were enriched by merging Interpro (http://www.ebi.ac.uk/interpro/) annotations to existing GOs as well as GOs augmented by the Blast2Go functionality ANNEX. GO distributions of array probes were displayed after reducing GO complexity using GOslim (generic) [62]. Redundant sequences were removed on the basis of sequence similarity (>70% similarity) and array probe cross-hybridization potential. The resulting 10,279 sequences were subjected to 60-mer probe production by eArray (https://earray.chem.agilent.com/earray/). Probes were printed in quadruples on a 4x44k Agilent custom oligoarray (Agilent Technologies, Santa Clara, US).

### RNA extraction

Total RNA from each developmental stage (8CS, GR, 10SS, and HT; *n* = 3 batches each) and quality type of 8CS embryo (L, H; *n* = 3 batches each) was extracted according to the Tri reagent method (Sigma, St-Louis, MO, USA) using QIAazol (Qiagen, Nydalen, Sweden). RNA quality was initially checked by gel electrophoresis on a 1% (v/w) agarose gel containing SYBR safe™ DNA gel stain (Invitrogen, Paisley, UK). Genomic DNA was removed by DNAse treatment by Ambion Turbo DNA-free kit (Applied Biosystems, Austin, TX, USA). RNA quality was controlled by photometric analyses (260/230 > 1.8, 260/280 > 1.5) using NanoDrop spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). RNA integrity and quality was then estimated on Agilent 2100 Bioanalyzer and RNA integrity number (RIN) index was calculated for each sample using the Agilent 2100 Expert software. RIN provides a numerical assessment of the integrity of RNA that facilitates the standardization of the quality interpretation; for microarray processing, only RNAs with RIN number > 9.0 were further processed to reduce experimental biases due to poor RNA quality.

### Sample labelling and hybridization

For each sample, total RNA (200 ng μl^−1^) was labelled and amplified with Cy3-dCTP in duplicate using the Agilent Low Input Quick Amp Labelling kit according to the manufacturer’s protocol. Samples were spiked with Agilent One-Color Spike-Mix (1:10). The labelled and amplified cRNA was purified using the Qiagen RNease mini spin kit. Cleaned cRNA was quantified using a NanoDrop spectrophotometer. All samples had cRNA yields > 1.65 and Cy3 specific activity > 6.0. For each developmental stage (8CS, GR, 10SS and HT) and quality type of 8 CS embryo (L, H) three replicates were hybridized at 65°C for 17 h. After hybridization, all arrays were washed according to manufacturer’s protocol followed by a final acetonitrile wash. Slides were immediately scanned using an Agilent High density microarray scanner at 5 μm resolution (Agilent Technologies).

### Microarray validation by quantitative real-time PCR

To confirm expression results obtained from microarray analysis, primers were designed for 20 transcripts that were found to be differentially expressed between high and low quality 8CS embryos (Additional file 10). Total RNA was extracted from early embryos at 8CS, GR, 10SS, and HT (*n* = 5) and low (*n* = 8) and high (*n* = 8) quality 8CS embryos as described above and cDNA synthesized using QuantiTect Reverse Transcription kit (Qiagen). Primers were selected close to the 3’ end of the respective EST’s for each transcript. Whenever possible, primers were designed to cross at least one intron/exon border containing both donor and acceptor sites, in order to avoid amplification of any contaminating genomic DNA. Primer pairs for qPCR amplification were designed manually and screened for hairpins, homo- and cross-dimers using *Netprimer* (http://www.premierbiosoft.com/netprimer/). qPCR was performed as described in Fernandes et al. [28]. *Luciferase* (*Luc*, Promega, Madison, WI, US) was used as an external reference to normalize relative gene expression during embryonic development. β*-Actin* (*Actb*) and β*2-tubulin* (*Tubb2*) were used as reference genes to normalize relative gene expression between high and low quality 8 CS embryos (Additional file 11).

### Data analysis

Scanned images were analysed with the Agilent feature extraction Software Version 7.2. Resulting raw data were normalized (75 Quantile, median to baseline of all samples). Features were filtered based on their signal intensity values by satisfying the upper and lower percentile cut-offs 20–100% and outliers were removed with GeneSpring GX 10.0.2 (Agilent Technologies). All data were filtered for missing values and replaced by row mean imputation. A cut-off of ≥ 0.5 was applied to all data in addition to standard background correction to remove features close to the mean low intensity threshold across all arrays (0.38 ± 0.19). Expression analysis, functional profiling and hierarchical clustering were performed using the Babelomics 4.3 analysis suite (http://babelomics.bioinfo.cipf.es). Differentially expressed transcripts in the four embryonic developmental stages and between low and high quality 8CS embryos were estimated using *limma* with Benjamin and Hochberg false discovery rate (FDR) multiple-test correction (*p* < 0.05) [63, 64] and a 2-fold-change cut-off. Differentially expressed transcripts during developmental stages were filtered for transcripts up-regulated in only one of the developmental stages. Hierarchical clustering (un-weighted pair-group method with arithmetic averages (UPGMA) with normal Euclidian distance as distance measurement) was performed on selected transcripts involved in immune defence, PGC development, and muscle development among the filtered transcripts up-regulated in only one of the developmental stages. The same hieratchical clustering was performed for all differentially expressed transcripts between low and high quality 8CS embryos. Gene Ontology (GO) term enrichment using FatiGO + (Fishers exact test, two-tailed, Adj. *p* < 0.05) [65] was performed for transcripts up-regulated in one of the four embryonic stages and differentially expressed in low and high quality oocytes. For microarray validation, qPCR data were log_2_ transformed to be comparable with the microarray results. Correlation between qPCR and microarray data was estimated by Spearman’s Rho (ϱ). Mann–Whitney *U* (*p* < 0.05) was used to determine significant fold-change differences in relative gene expression between high and low quality 8CS embryos obtained by qPCR.

The microarray data have been deposited in the National Center for Biotechnology Information GEO (NCBI GEO; http://www.ncbi.nlm.nih.gov/geo) and are accessible under the GEO series accession number GSE61051.

## Electronic supplementary material

Additional file 1: **GO annotations for 10 k Atlantic halibut microarray.** A: Biological processes, B: Molecular functions, C: Cell components.

Additional file 2: **Biological process (BP) gene ontology annotations (GOs) for Atlantic halibut 10 k microarray probes.**

Additional file 3: **Molecular function (MF) gene ontology annotations (GOs) for Atlantic halibut 10 k microarray probes.**

Additional file 4: **Cellular component (CC) gene ontology annotations (GOs) for Atlantic halibut 10 k microarray probes.**

Additional file 5: **Up-regulated transcripts at 8CS.**

Additional file 6: **Up-regulated transcripts at GR.**

Additional file 7: **Up-regulated transcripts at 10SS.**

Additional file 8: **Up-regulated transcripts at HT.**

Additional file 9: **Microarray validation.** Correlation plot of fold-change differences from 20 differentially expressed genes analyses by microarray and qPCR (*n* = 276). Correlation is given as Spearman’s Rho (ϱ). Abbreviations: H: High quality oocytes, L: Low quality oocytes; 8CS: 8-cell stage, GR: Germ ring, 10SS: 10-somite stage and HT: Hatched embryo.

Additional file 10: **Primer information for microarray validation.**

Additional file 11: **Raw cycle threshold (CT) levels (mean ± S.E.) of reference genes for qPCR normalization.** A) *Act*β and B) *Tubb2* in high (H) and low (L) quality Atlantic halibut oocytes (*n* = 8). C) *Luc* during early embryonic development of Atlantic halibut (*n* = 5). 8CS: 8-cell stage; GR: germ ring stage, 10SS: 10-somite stage, and HT: hatched embryo.

# Supplementary material for: Profiling of the embryonic Atlantic halibut (Hippoglossus hippoglossus L.) transcriptome reveals maternal transcripts as potential markers of embryo quality
**Source:** BMC Genomics. 2014 Sep 30;15(1):829. doi: 10.1186/1471-2164-15-829

Additional File - 1

GO annotations for 10k Atlantic halibut microarray.

A: Biological processes, B: Molecular functions, C: Cell components.

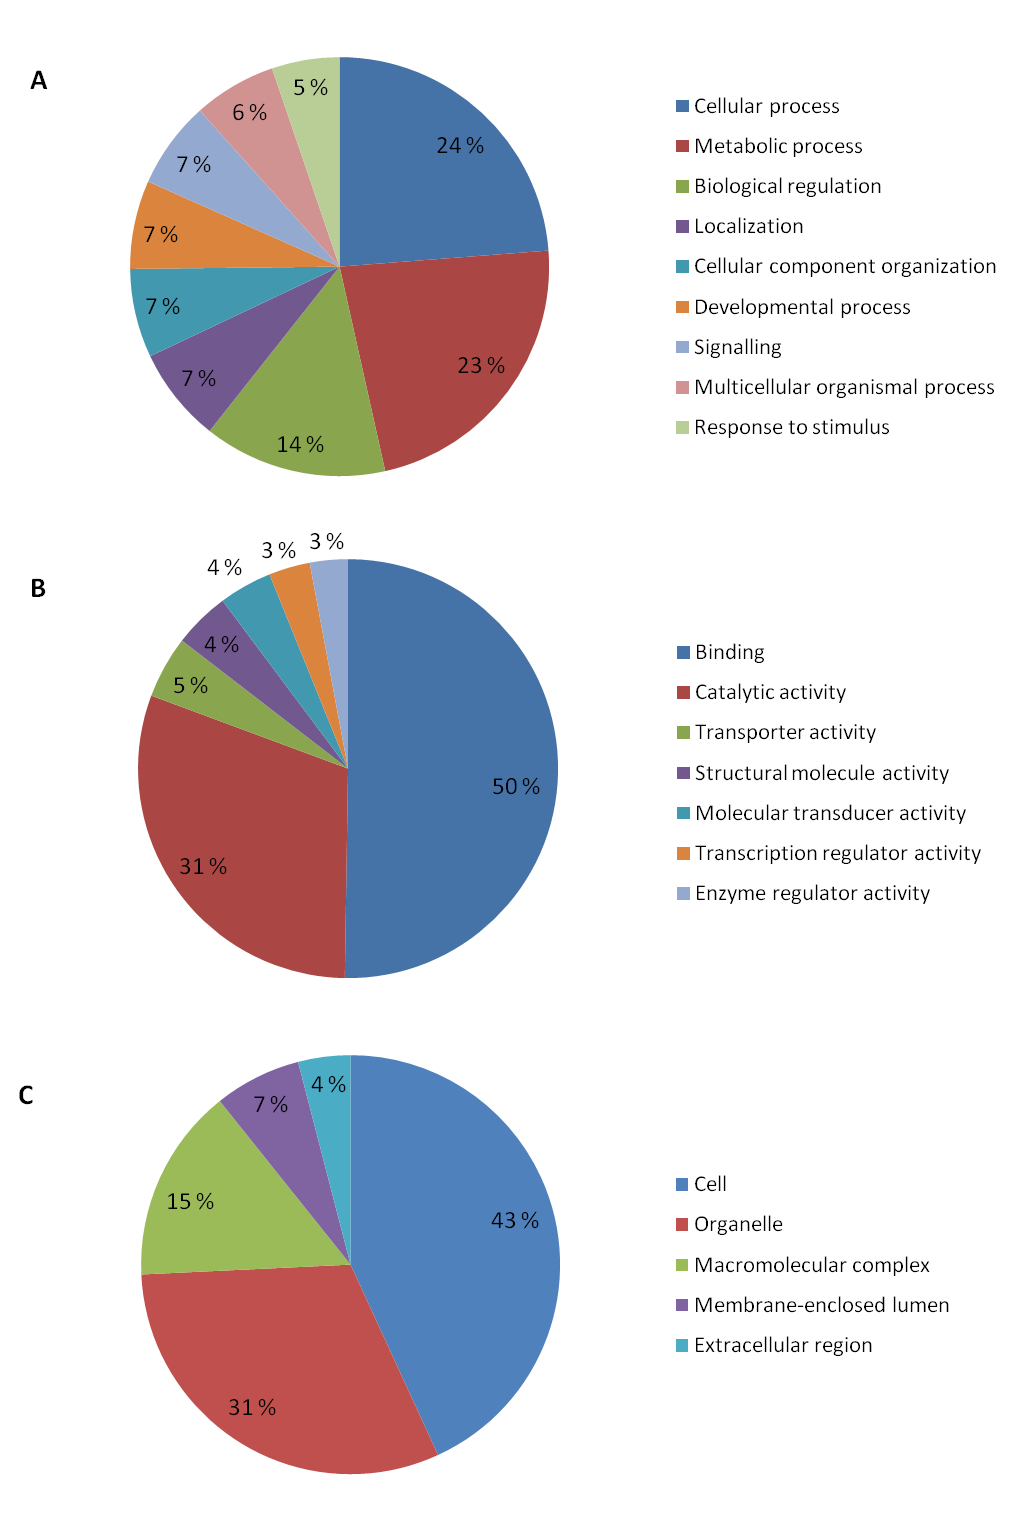

**Supplement:** Supplementary file 1 — Additional file 1: GO annotations for 10 k Atlantic halibut microarray. A: Biological processes, B: Molecular functions, C: Cell components.

# Supplementary material for: Profiling of the embryonic Atlantic halibut (Hippoglossus hippoglossus L.) transcriptome reveals maternal transcripts as potential markers of embryo quality
**Source:** BMC Genomics. 2014 Sep 30;15(1):829. doi: 10.1186/1471-2164-15-829
**Supplement:** Supplementary file 2 — Additional file 2: Biological process (BP) gene ontology annotations (GOs) for Atlantic halibut 10 k microarray probes.

Additional File 2 - Biological process (BP) gene ontology annotations (GOs) for Atlantic halibut 10k

microarray probes.

# Supplementary material for: Profiling of the embryonic Atlantic halibut (Hippoglossus hippoglossus L.) transcriptome reveals maternal transcripts as potential markers of embryo quality
**Source:** BMC Genomics. 2014 Sep 30;15(1):829. doi: 10.1186/1471-2164-15-829
**Supplement:** Supplementary file 3 — Additional file 3: Molecular function (MF) gene ontology annotations (GOs) for Atlantic halibut 10 k microarray probes.

Additional File 3- Molecular function (MF) gene ontology annotations (GOs) for Atlantic halibut 10k

microarray probes.

# Supplementary material for: Profiling of the embryonic Atlantic halibut (Hippoglossus hippoglossus L.) transcriptome reveals maternal transcripts as potential markers of embryo quality
**Source:** BMC Genomics. 2014 Sep 30;15(1):829. doi: 10.1186/1471-2164-15-829
**Supplement:** Supplementary file 4 — Additional file 4: Cellular component (CC) gene ontology annotations (GOs) for Atlantic halibut 10 k microarray probes.

Additional File 4 - Cellular component (CC) gene ontology annotations (GOs) for Atlantic halibut 10k

microarray probes.

# Supplementary material for: Profiling of the embryonic Atlantic halibut (Hippoglossus hippoglossus L.) transcriptome reveals maternal transcripts as potential markers of embryo quality
**Source:** BMC Genomics. 2014 Sep 30;15(1):829. doi: 10.1186/1471-2164-15-829

Additional File 9 - Microarray validation.

Correlation plot of fold-change differences from 20 differentially expressed transcripts analyses by microarray and qPCR (*n* = 276). Correlation is given as Spearman’s Rho (ϱ). Abbreviations: H: High quality oocytes, L: Low quality oocytes; 8CS: 8-cell stage, GR: Germ ring, 10SS: 10-somite stage and HT: Hatched larvae.

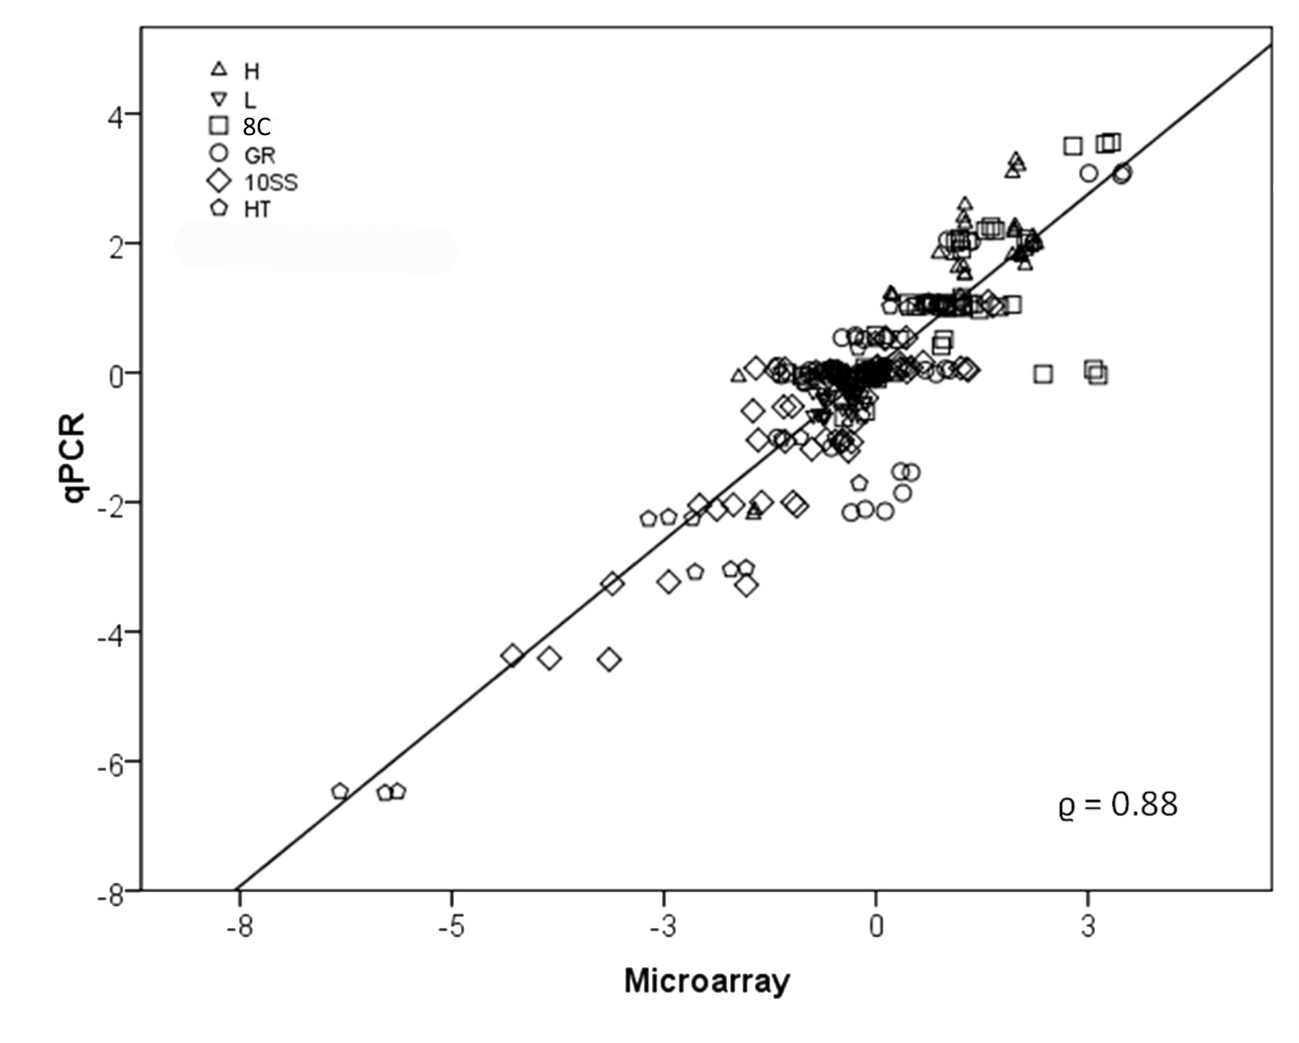

**Supplement:** Supplementary file 9 — Additional file 9: Microarray validation. Correlation plot of fold-change differences from 20 differentially expressed genes analyses by microarray and qPCR (n = 276). Correlation is given as Spearman’s Rho (ϱ). Abbreviations: H: High quality oocytes, L: Low quality oocytes; 8CS: 8-cell stage, GR: Germ ring, 10SS: 10-somite stage and HT: Hatched embryo.

# Supplementary material for: Profiling of the embryonic Atlantic halibut (Hippoglossus hippoglossus L.) transcriptome reveals maternal transcripts as potential markers of embryo quality
**Source:** BMC Genomics. 2014 Sep 30;15(1):829. doi: 10.1186/1471-2164-15-829
**Supplement:** Supplementary file 10 — Additional file 10: Primer information for microarray validation.

Additional File 10- Primer information for microarray validation.

| **Gene name (*Abbreviation*)** | **Accession number** | **Fwd (5ʹ🡒3ʹ)** | **Rev (5ʹ🡒3ʹ)** | **Size (bp)** | ***E* (%)** | ***R^2^*** |
| --- | --- | --- | --- | --- | --- | --- |
| Interferon regulatory factor 7 (*irf7*) | EB040633 | ACTGTCAATGTGGTTCCT | ATCGTAGAGGCTGTTGTG | 120 | 101 | 0.991 |
| Ring finger protein 213 (*rnf213*) | EB031933 | GATGGTCGTTGATCCTCAGTGT | CCTTGGCTACAGTGCTGGAA | 89 | 101 | 0.999 |
| Proteasome subunit beta type-9 precursos (*psmb9*) | EB041298 | AAATCTGGGATGTGAACG | TTTGATGAGGAAGAAGGTT | 113 | 100 | 0.999 |
| Mhc class 2A chain (*mhc2A*) | EB173954 | TGAGTAACTGGATGTGAATG | CTGGCATTGAGGTAGTTCTT | 165 | 99 | 0.992 |
| Programmed cell death 1 ligand 1 (*pd-1l*) | EB031478 | AGAAGGACGACTCAGACT | AACAGTGGCAGTGACATT | 127 | 104 | 0.993 |
| Membrane-spanning 4-domains subfamily a member 8a (*ms4a8a*) | EB040282 | GCCATAACAGCCATCGTA | TTAGGAGTATCAGAGTCAGAGT | 175 | 99 | 0.987 |
| Mhc class 1A chain (*mhc1A*) | EB036581 | TGATGTCTGGATGTGAATG | CTGGAGGAGGTAGTTCTT | 200 | 99 | 0.992 |
| Cytochrome p450 (*cyp2n*) | EB030401 | CATACCAAAGGGAACCTCTGT | GGTTGAAGGTGTCTGGAGTT | 86 | 98 | 0.992 |
| Eef1a2 binding protein (*eef1a2bp*) | EB038123 | GGGACGAGGAAAGTTGGA | ACATTGGCATATCAGCACATT | 84 | 97 | 0.987 |
| HH_90607090 | EB040531 | GGAGCAGATGGTATGATG | TTATGAGTGACGGTGTTG | 161 | 102 | 0.993 |
| HH_90603123 | EB036564 | ATGGTCACTATGGAGATTGT | CTCAGTTGTTAGCGGATAAG | 129 | 98 | 0.994 |
| HH_90988292 | EB103461 | TGTATCGTGGTGTTTCCTCTGT | ATTCACATCACTTCTGGGCAAAG | 177 | 97 | 0.997 |
| HH_90596347 | EB029788 | GGAGGAGGACTGGACATC | GCCACCAAGACAATCATCC | 134 | 98 | 0.997 |
| HH_193889799 | FK703165 | CAGCCCTACAGAAGAGTT | ATTGCTATTGAAGTTGGAACA | 200 | 100 | 0.997 |
| HH_166851124 | FD698747 | AACACAAGCCTCAGTCTC | TTCTGTCCATCCTTCATCC | 91 | 102 | 0.994 |
| HH_90606468 | EB039909 | TGGACGAAGGTTTCCTGTTG | GGTGTTGGCGATCAAGATGT | 86 | 100 | 0.987 |
| HH_Contig436 | EB036359 | GAAGCAGGTGGAACAATG | CACAGTTACCAGTCTTGATG | 125 | 100 | 0.993 |
| HH_90602035 | EB035476 | TCTCAAGACAGAGTTCCTCAAT | GAAGAAGACTGGAGCGTGTTA | 148 | 100 | 0.997 |
| HH_90599790 | EB033231 | GGCAGAAGAGCACAACATC | AACCTCCTGAATACTGTAGTGT | 200 | 103 | 0.995 |
| HH_Contig207 | EB041560 | GGAGTACAGCCAGATTCTATT | CTATGAATGACGGATGGAGTT | 178 | 100 | 0.999 |
| *β2-Tubulin* (*Tubb2*) | DT805564 | CTACAATGAGGCTTCAGGTGG | TCCCTCTGTGTAGTGACCCTTG | 134 | 93.9 | 0.998 |
| HHC00353 | CAAE00000000.1 | CGAGGTACTCTCCACTCTCATTCTC | AACCTCAGTTTTTATCCAGGTTCAC | 81 | 98 | 0.999 |
| HHC01517 | NM_001099229 | AGCAGGTTCTCCATGTTGAGTG | CTATTTCAAAGCCATGTTCACAGG | 143 | 95 | 0.998 |
| *Luciferase* (*Luc*) | M15077 | TCATTCTTCGCCAAAAGCACTCTG | AGCCCATATCCTTGTCGTATCCC | 198 | 99 | 0.995 |
|  |  |  |  |  |  |  |

# Supplementary material for: Profiling of the embryonic Atlantic halibut (Hippoglossus hippoglossus L.) transcriptome reveals maternal transcripts as potential markers of embryo quality
**Source:** BMC Genomics. 2014 Sep 30;15(1):829. doi: 10.1186/1471-2164-15-829

Additional File 11 - Raw cycle threshold (CT) levels (mean ± S.E.) of reference genes for qPCR normalization. A) *Actβ* and B) *Tubb2* in high (H) and low (L) quality Atlantic halibut oocytes (*n* = 8). C) *Luc* during early embryonic development of Atlantic halibut (*n* = 5). 8CS: 8-cell stage; GR: germ ring stage, 10SS: 10-somite stage, and HT: hatched larvae.

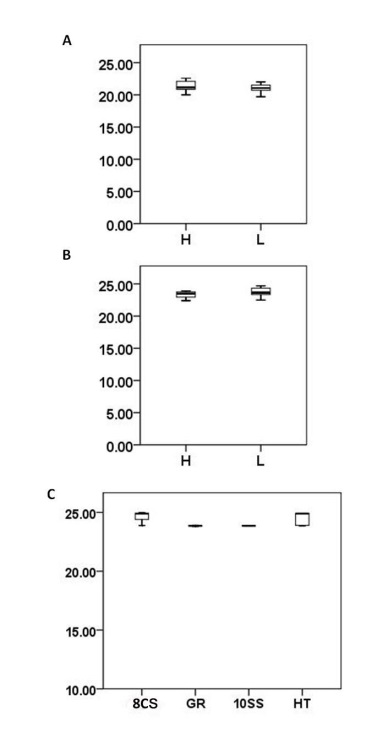

**Supplement:** Supplementary file 11 — Additional file 11: Raw cycle threshold (CT) levels (mean ± S.E.) of reference genes for qPCR normalization. A) Actβ and B) Tubb2 in high (H) and low (L) quality Atlantic halibut oocytes (n = 8). C) Luc during early embryonic development of Atlantic halibut (n = 5). 8CS: 8-cell stage; GR: germ ring stage, 10SS: 10-somite stage, and HT: hatched embryo.

How the deposited data were processed for this re-analysis (not part of the article)

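RNA of Atlantic halibut embryos was measured on 15 1-colour Agilent arrays, 3 each for high quality 8CS, GR, 10SS and HT embryos and for low quality 8CS embryos. Samples were assigned to groups from their labels and from the methods. The paper's text describes separate collections for the stage series and for the comparison of qualities, and the 3 high quality 8CS arrays served in both comparisons here.

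The authors deposited the Feature Extraction output of each array, with the intensity of every spot on a linear scale, background-subtracted and not normalized between arrays. The files name Feature Extraction 10.7.1.1. The authors also deposited a table of log2 values for 9017 probes, shifted to the 75th percentile and set relative to the median of each probe over the 15 arrays. Each column of this table correlated at 0.936 or more with its own array after centring each probe. For 1 HT array another HT array correlated better, by 0.985 against 0.984. The table was used as an alternative.

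The main values are log2 of the processed signal minus the 75th percentile of each array. The 1264 positive and 153 negative control spots and the outlier spots were left out, and the spots of a probe name were averaged. The median SD between spots of a probe was 0.077 to 0.161 per array. Probes at or above the 20th percentile on at least 1 array of a comparison were kept. Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and a 2-fold limit, after the methods. The stage fit held the 12 high quality arrays and the quality fit the 6 8CS arrays. The list of Additional file 5 was tested with camera, at a correlation of 0.01 and at an estimated one, and with fry, and its median was set beside 10000 random lists matched on mean level. Correlations with qPCR used 100000 permutations.

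Transcripts were named where a table of the paper pairs a name with a probe. Named are all transcripts of the text, Table 1 and Figures 1 to 3 with such a probe, the 5 probes the paper does not name with the largest change in each direction between qualities among those past the threshold without overlap between the groups, and for each stage the 3 probes with the largest excess over the next stage. None of the 281 accessions in Additional files 5 to 8 matched the gene table of the reference, so no genome coordinates are given. The files hold no sequencing depth. The share of probes well above background takes its place, and the number of arrays limits the precision.

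The calculations were tested on simulated data with 200 changed probes. At a log2 change of 1.5, 39.5% were recovered in the fit of 4 stages (9283 probes) and 60.5% in that of low against high quality 8CS (8737 probes). At 3, these shares were 81% and 93.5%. In the real fit of 4 stages 82.9% of the probes differed, so its Benjamini-Hochberg cut-off was not that of the simulation. The shares for the 4 stages are therefore not the sensitivity of the real fit.

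Alternatives set before the data were examined were normexp background correction, quantile normalization, spike-in scaling (8 of 10 spike-in probes), other filters on low signal, the median over spots, slide as a fixed or random block, the replicate number as a block, all 15 arrays in one fit, a variance prior that follows intensity, no fold limit, other rules for a single stage, the table of log2 values, and leaving out each array. Normexp was run on median spot signals with an offset of 50, since the files give no mean signal column. Its fit gave background means as low as -915.4 on arrays with a few spots of very high local background (up to 88529, with an array median of 17.5). A second normexp run, with outlier local backgrounds replaced by the array median, and a subtraction of late-stage signal from the 8CS arrays were added after these results were seen. Both normexp runs are reported.

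Transcripts of Figure 1 without a probe paired to their name in the tables used here were not analysed here, nor were the qPCR measurements beyond Table 1.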

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

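The 5 tests of why late-stage transcripts were bright in high quality replicates 1 and 2 were chosen only after the result was seen, as were the subtraction of late-stage signal and the requirement on calls still 2-fold lower after it.

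Between high and low quality 8CS embryos, 95 of the 102 differing probes lie outside Table 1, the list the paper gives for this comparison. HH_Contig2461 was at least 4.99-fold higher in low quality embryos and was well above background on 3 low quality and 0 high quality arrays (adjusted p = 0.00278 from limma). HH_Contig2073 was 104-fold lower in low quality embryos (adjusted p = 0.00322), and it was bright at GR (6.41), 10SS (6.29) and HT (5.37) on the log2 scale. Of the probes the paper does not name, the other 4 of the 5 largest changes in each direction were HH_90598223 (at least 4.49-fold), HH_90602669 (at least 1.29-fold), HH_62388304 (3.8-fold) and HH_90603018 (2.77-fold), higher in low quality embryos, and HH_166851152 (at least 23.4-fold), HH_Contig759 (63.5-fold), HH_90608150 (at least 24.4-fold) and HH_90596411 (at least 24.3-fold), lower in them. HH_90598223 and HH_90602669 changed direction under normexp. HH_Contig2461 fell from 4.09 on the log2 scale to 0.06 under planned normexp and 0.63 with outlier backgrounds replaced, its call lost in both. With direction kept, calls were lost under 7 of 21 alternatives for HH_90598223, HH_166851152 and HH_90608150 and 8 of 21 for HH_90602669. They were lost under 7 of 22 for HH_90603018 and HH_Contig759 and 8 of 22 for HH_62388304. For HH_Contig2073 this was 1 of 22 and for HH_90596411 2 of 21. Of the 10 possible splits of the 6 arrays into 3 and 3, 1 gave as many calls, the real one, and 1 gave as many Table 1 calls, so chance cannot be excluded with 10 splits. The other 9 splits, the one that follows slide 1 included, gave 0 calls.

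Of the 88 lower calls, 22 (25%) were at least 4-fold brighter at HT than at GR, against 14.4% of all probes kept. In high quality 8CS replicates 1 and 2, 96.8% of the transcripts at least 32-fold brighter at HT than at GR and 10SS (62 probes) were brighter than in every low quality array. Their median difference from the low quality arrays was 5.01 and 5.55 on the log2 scale in these arrays and 0.71 in high quality replicate 3. Over 322 transcripts bright at HT, the signal amounted to about 2.1% and 2.9% of the HT signal, against 0.23% in replicate 3 and 0.13% to 0.17% in the low quality arrays. RNA of 10SS embryos as the source is argued against, since over 358 late-stage transcripts both arrays correlated better with every HT array than with any 10SS array, by at least 0.28. Slide 1 as a batch is argued against, since low quality replicate 1 on the same slide lay at -0.33 relative to the other low quality arrays. Scaling is argued against, since the difference was still 4.75 relative to the median of all probes under quantile normalization, the smaller of the 2 scalings the test names, although under normexp as planned, a background correction, it was 2.07, and with outlier backgrounds replaced 2.33. A small share of RNA of hatched embryos in these 2 samples and egg quality stay open and cannot be told apart. The 96.8% raised restates the pattern and favours neither. High quality replicate 3 was raised far less, by 0.71, but 77.4% of these transcripts still lay above every low quality array, and 1 array cannot settle it.

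Late-stage RNA as the source of the 88 lower calls could not be settled. After subtracting the estimated HT share from each 8CS array, 34 of the 88 were still called and 54 were lost, but 77 remained at least 2-fold lower, with a median change of -1.95 in place of -2.45. Of the 11 lower calls under 8-fold brighter at HT than in low quality 8CS, which the subtraction hardly touches, 7 were kept. Late-stage RNA and a difference in quality cannot be told apart for these calls, since many of those lost stayed at least 2-fold lower.

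At 8CS, 1091 of the 1245 probes up-regulated only at this stage lie outside Additional file 5. In 100 draws of the 12 arrays into 4 groups of 3, the real one included, 1 draw reached the number of probes that differ, 1 the number for 8CS, 2 the number for GR, 4 the number for 10SS and 1 the number for HT, so chance can be excluded at 0.05, but only in the sense that the arrays differ by stage at all. The draws mix all stages and do not test the count of a single one. The highest count of another draw was 1212 for GR and 988 for 10SS, against real counts of 479 and 70. The number for 8CS stayed more than 1.5 times the 160 of the paper under every alternative set before the data were examined, from 333 under spike-in scaling to 1991 under the rule relative to the median of all arrays, so none of these choices closes the gap. What else might account for it was not tested.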

How the results depend on the processing

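The late-stage subtraction and the second normexp run were added after the data were seen. All other alternatives were set before the data were examined.

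The number of probes that differ among the 4 stages stayed within 1.5 times 7695 under every alternative, from 5304 to 8418. The numbers for a single stage did not. Under planned normexp they were 621 (8CS), 134 (GR), 12 (10SS), 95 (HT) and 862 (all), with 99 of the 160 Additional file 5 transcripts passing. Its fit failed on arrays with spots of very high local background (background means of -915.4, -327.9 and -163.3 on high quality 8CS replicate 3, low quality replicate 1 and GR replicate 2). With outlier backgrounds replaced, all of these counts came within 1.5 times. Under spike-in scaling they were 333 (8CS), 11 (GR), 43 (10SS) and 2109 (HT). With the 20th percentile required on every array, 208 probes passed for HT, 1568 in all, 63 of the Additional file 5 transcripts and 6 of the Figure 1 transcripts had the order stated. This filter drops transcripts that are dim at some stage. With slide as a fixed block the numbers were 816 (GR), 1675 (HT) and 3670 (all), and with slide as a random block 853, 1570 and 3623. The rule relative to the median of all arrays gave 1991 (8CS), 1091 (GR), 295 (10SS) and 3891 (all), the rule on folds alone 106 (10SS) and 1095 (HT), and no fold limit 120 (10SS). Leaving out 1 array gave 372 to 681 for HT, 40 to 210 for 10SS and 320 to 741 for GR. The highest values for 10SS and GR came without 10SS replicate 3. Except where stated, the cause was not tested.

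The comparison of qualities gave 102 calls (14 higher and 88 lower in low quality embryos), and this moved with most choices. It was 0 (0 and 0) under planned normexp, with 311 probes at an unadjusted p under 0.05, and 83 (17 and 66) with outlier backgrounds replaced, of which 47 are among the 102. It was 2366 (2159 and 207) under spike-in scaling, 174 (38 and 136) with the filter on signal well above background, 340 (57 and 283) with all 15 arrays in one fit, 158 with 35 higher under a variance prior that follows intensity, and 23 (4 and 19) with slide as a fixed block. Late-stage subtraction gave 56 with 43 lower. The split was 34 and 51 under quantile normalization, 38 and 54 in the authors' log2 values, and 33 higher with the 20th percentile on every array. Leaving out 1 array gave 11 to 708 calls, 1 to 76 higher and 10 to 632 lower, with 708 without high quality replicate 3 and 11 without low quality replicate 1. Called Table 1 transcripts were 0 under planned normexp and with slide as a fixed block, 13 under spike-in scaling, with the filter on signal well above background and with all 15 arrays, 12 with the 20th percentile on every array, 11 under the variance prior and 0 to 16 with 1 array left out. HH_90596347 was called only with no filter on low signal.

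High and low quality 8CS arrays with the same replicate number did not deviate together (correlations of -0.14 to -0.03), so the numbers do not pair these samples. Over the stages, 4 of 18 correlations were above 0.1. High quality 8CS and 10SS arrays with the same number did deviate together (0.35, 0.45 and 0.57). In replicates 1 to 3, late-stage signal was 2.1%, 2.9% and 0.23% of the HT signal at 8CS and 38%, 36% and 0.42% at 10SS. Replicate 3 was thus lowest in both groups, so the correlations need not mean that the numbers pair samples. Whether this accounts for them was not tested. No other pair of stages had all 3 above 0.1. With the replicate block the stage results kept their side of the threshold (7722 probes differ, 2423 in only 1 stage). Between the qualities, 17 probes (1 and 16) and 0 Table 1 transcripts were called.

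The Additional file 5 transcripts had a median of 0.03 between low and high quality 8CS and did not pass 0.05 in camera or fry. It was -0.11 under planned normexp and -0.01 with outlier backgrounds replaced, both beside to a median of all probes of -0.35 and -0.2, and 0.03 without a filter, where camera passed 0.05. The correlation of the low minus high contrast with the GR minus 8CS contrast was -0.2 under planned normexp and -0.24 to 0.17 with 1 array left out, the latter without high quality replicate 3. The median correlation between replicate arrays was 0.919 in the authors' log2 values.

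Of single transcripts, the excess of the stated stage was reversed for cfd (-0.3) and clec4e (-0.76) under planned normexp, for clec4e (-0.02) with outlier backgrounds replaced and for irf7 (-1.15) under spike-in scaling. The difference between qualities was reversed under planned normexp for rnf213 (-0.09), HH_90598223 (-0.18) and HH_90602669 (-0.51), the last also with outlier backgrounds replaced (-0.09). Among transcripts that had not passed the threshold, the sign changed under planned normexp for mhc2a (-0.3) and mhc1a (-0.11) between qualities and for c3 (-1.61) and mhc1a (-0.05) over the stages, under spike-in scaling for mhc1a (-1.88), pval (-1.24) and mylc6 (-0.14), with slide as a fixed block for c3 (-0.04) and mylc6 (-0.7), with slide as a random block for mylc6 (-0.48), without 10SS replicate 3 for c3 (-0.09), and with outlier backgrounds replaced for c3 (-0.99). Apart from mhc1a, the probes whose sign changed under planned normexp were not well above background on every array of a group compared.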

Differences from the paper's values

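The paper gives 2066 transcripts that differ among the stages, and 7695 were found here. None of the 26 alternatives set before the data were examined came within 1.5 times of the paper's number, and they ranged from 5304 to 8418. For transcripts up-regulated in only 1 stage the paper gives 339 and 2388 were found, with no alternative within 1.5 times (862 to 3891). The share of these is 16% in the paper and 31% here, and planned normexp background correction gives 16.3%. The paper gives 160 transcripts only at 8CS and 1245 were found, with no alternative within 1.5 times (333 to 1991). It gives 49 only at GR and 479 were found, with none within 1.5 times (11 to 1091). It gives 76 only at HT and 594 were found, and planned normexp, whose fit failed on some arrays, gives 95.

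Between high and low quality 8CS the paper gives 20 transcripts and 102 were found here. The replicate block (17), slide as a fixed block (23) and leaving out high quality replicate 1 (17), high quality replicate 2 (23) or low quality replicate 2 (17) come within 1.5 times of 20, and the other 15 alternatives do not. Called Table 1 transcripts number 7 here and up to 16 without high quality replicate 3. Of the 13 not called here, all alternatives that call them are these. Spike-in scaling calls eef1a2bp, mhc2a, HH_Contig436, psmb9, HH_90602035, HH_90599790 and mhc1a. The 20th percentile on every array calls eef1a2bp, cyp2n, HH_193889799, HH_90606468, psmb9 and mhc1a, and so does the filter on signal well above background. All 15 arrays in one fit call eef1a2bp, HH_90606468, mhc2a, psmb9, HH_90602035, HH_90599790 and mhc1a. The variance prior that follows intensity calls eef1a2bp, HH_193889799, HH_90607090 and psmb9. Quantile normalization and the authors' log2 values call psmb9 and mhc1a, and slide as a random block calls psmb9. Leaving out high quality replicate 3 calls eef1a2bp, cyp2n, HH_193889799, HH_166851124, HH_90606468, mhc2a, psmb9, HH_90599790 and mhc1a, and leaving out low quality replicate 3 calls mhc2a. No filter on low signal calls HH_90596347. Normexp with outlier backgrounds replaced, chosen after seeing the values, calls HH_193889799 and psmb9.

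For HH_90603123 the paper reports 7.8-fold lower (SD 0.2) and 3.54-fold lower was found, with no alternative close to it (2.1 to 4.08). For HH_Contig436 the paper reports 3.9-fold higher (SD 0.3) and 1.87-fold was found, and spike-in scaling, at 3.14-fold, is the only alternative within 1.5 times. For HH_Contig207 the paper reports 2.7-fold higher (SD 0.1) and a bound of at least 4.67-fold was found. The probe lay above the floor on every high quality array, so this equals the fold of the means (log2 difference 2.22, SE 0.31). The bounds under planned normexp (at least 1.26-fold) and without high quality replicate 1 (at least 3.71-fold) lay under 1.5 times the paper's value, which is no match. Those of the other 14 alternatives with a bound lay above 1.5 times. No bound takes in the spread between arrays, so none excludes the paper's value.

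The paper has mhc2a peak at 10SS, whereas its mean here was lowest at 10SS, with no array of the 4 stages well above background. The paper has ms4a8a absent before 10SS, whereas it was well above background on all arrays at 8CS and GR. The paper describes the 160 transcripts of Additional file 5 as expressed only at 8CS, whereas 131 were well above background on every GR array.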

Other observations

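The tests of the swaps, of the mixture and of slide 5 below were chosen only after the results were seen.

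10SS replicate 3 lay nearer to the GR arrays than to the other 10SS arrays. The 3 10SS arrays correlated at 0.826 to 0.991 with each other. On an axis from 0 at GR to 1 at 10SS replicates 1 and 2, replicate 3 lay at 0.33, off the GR end, where the GR arrays spread from 0.01 to 0.04. The highest GR array at 0.04 argues against a swap of a GR and a 10SS sample, and 0.33 argues against a GR sample under a 10SS label. Over 234 transcripts at least 64-fold brighter in 10SS replicates 1 and 2 than at GR, the share of 10SS RNA that each implies for replicate 3 had a 10 to 90 percentile range of -0.26% to 12.1%, a width of 12.4, against at most 0.59 for a GR array. This argues against a mixture of GR and 10SS RNA, which gives all transcripts the same share. Transcripts bright at GR were raised over the other 10SS arrays by a median of 2.75, which argues against weak signal. Embryos of that batch less far in development are a possible explanation, as 14 of 524 transcripts at least 16-fold brighter in these than at GR were within 2-fold of replicates 1 and 2 and 205 within 2-fold of GR. A mislabelled sample of a stage between the 2 stays open and was not tested. Slide 5 as a batch is argued against, since on the 3 HT arrays of this slide the 524 transcripts lay a median of at least 6.38 above GR on the log2 scale, against 5.81 in 10SS replicates 1 and 2 and 0.72 in replicate 3.

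High quality 8CS replicate 3 correlated better with the low quality arrays (mean 0.964) than with high quality replicates 1 and 2 (mean 0.944). A swap between the groups could not be settled by correlations over all probes. Every low quality array correlated better with another low quality array than with replicates 1 and 2, by at least 0.051. Late-stage RNA in replicates 1 and 2 would set them apart from any sample without it, of either quality. Late-stage RNA in replicates 1 and 2 may account for the pattern. Over the 4452 probes not brighter at 10SS or HT than at GR, replicate 3 correlated better with replicates 1 and 2 (0.983) than with the low quality arrays (0.963), by 0.02.

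A hypothesis that maternal transcripts were already being lost in low quality 8CS was tested by correlating the low minus high contrast with GR minus 8CS over 9017 probes. With the high quality arrays shared, r was 0, against 0.43 to 0.54 in 100 simulations of unchanged groups. With each high quality array in only 1 contrast, the mean correlation was -0.07 (from -0.25 to 0.05), against -0.05 to 0.06 in the simulations. With all arrays in, both observed values, 0 and -0.07, lay below their simulated ranges. The mean correlation with each array in only 1 contrast was -0.24 without high quality replicate 1 and -0.2 without replicate 2. Without high quality replicate 3 it was 0.17, above the simulated range of the 3 arrays. High quality replicates 1 and 2 shared late-stage signal, at about 2.1% and 2.9% of the HT signal, against 0.23% in replicate 3. Contrasts that use 1 of these 2 arrays each are therefore not independent. Neither the values below the simulated ranges nor the 0.17 above decides the hypothesis, which stays open.

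A lower store of strictly maternal transcripts in low quality 8CS could not be settled. The median of the Additional file 5 transcripts was 0.03 (mean -0.03), at percentile 34.6 among random lists, and passed 0.05 in neither camera, at a preset or an estimated correlation, nor fry. Of the 10 splits of the 6 arrays, 7 gave a shift as large, so chance cannot be excluded. Lists of 160 rebuilt on 2 high quality arrays shared only 20, 26 and 6 transcripts with Additional file 5, so they do not check that list. Their medians against the left-out array were 0.02, -0.08 and -0.56, below 0 for 2 of 3, beside medians of all probes of -0.05, 0.03 and -0.14.

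The explanation that signal of the Additional file 5 transcripts ends by GR is argued against, since 131 of 160 transcripts were well above background on every GR array.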
